# Canine Spontaneous Head and Neck Squamous Cell Carcinomas Represent Their Human Counterparts at the Molecular Level

**DOI:** 10.1371/journal.pgen.1005277

**Published:** 2015-06-01

**Authors:** Deli Liu, Huan Xiong, Angela E. Ellis, Nicole C. Northrup, Kevin K. Dobbin, Dong M. Shin, Shaying Zhao

## Abstract

Spontaneous canine head and neck squamous cell carcinoma (HNSCC) represents an excellent model of human HNSCC but is greatly understudied. To better understand and utilize this valuable resource, we performed a pilot study that represents its first genome-wide characterization by investigating 12 canine HNSCC cases, of which 9 are oral, via high density array comparative genomic hybridization and RNA-seq. The analyses reveal that these canine cancers recapitulate many molecular features of human HNSCC. These include analogous genomic copy number abnormality landscapes and sequence mutation patterns, recurrent alteration of known HNSCC genes and pathways (e.g., cell cycle, PI3K/AKT signaling), and comparably extensive heterogeneity. Amplification or overexpression of protein kinase genes, matrix metalloproteinase genes, and epithelial–mesenchymal transition genes *TWIST1* and *SNAI1* are also prominent in these canine tumors. This pilot study, along with a rapidly growing body of literature on canine cancer, reemphasizes the potential value of spontaneous canine cancers in HNSCC basic and translational research.

## Author Summary

Head and neck squamous cell carcinoma (HNSCC) represents the sixth leading cancer by incidence in humans; thus, developing effective therapeutic interventions is important. Although great advance has been made in our understanding of the biology of HNSCC over the past several decades, translating the research findings into clinical success has been frustratingly slow, and anticancer drug development remains a lengthy and expensive process. A significant challenge is that drug effects in current preclinical cancer models often do not predict clinical results, and there lacks translational models that can bridge the gap between preclinical research and human clinical trials. Here we report a pilot study that represents the first genome-wide characterization of spontaneously occurring HNSCCs in pet dogs. The study reveals a strong dog-human molecular homology at various levels, indicating the likelihood that spontaneous canine HNSCC molecularly represents its human counterpart. If conclusions of this pilot study are validated with a large sample size and more efforts are put into building better resource and infrastructure for canine cancer research, spontaneous canine HNSCCs could effectively serve as a much-needed translational model that bridges the gap between preclinical research and human trials.

## Introduction

During the past several decades, great advances have been made in our understanding of the biology of head and neck squamous cell carcinoma (HNSCC) [1–8]. For example, owing to the rapid development in next-generation sequencing and other high throughput technologies, the cancer genome atlas (TCGA) [1] and others [2–4] have characterized hundreds of human HNSCC cases and discovered significantly altered genes and pathways (cell cycle, PI3K signaling, etc.). However, translating these research findings into clinical success has been frustratingly slow, and drug development remains a lengthy and expensive process [9], with costs currently estimated at over US$1 billion to bring a new drug to market [9]. With biomarker-based clinical trials not as advanced and half as many clinical trials currently available as lung or breast cancer [5], the issue is even more serious for HNSCC. One significant challenge is the lack of effective predictive models [9].

Current widely-used HNSCC models [10–12] include: 1) cell line and xenograft models; 2) genetically engineered mouse models; and 3) carcinogen-induced models. While these models have made spectacular contributions in our molecular understanding of HNSCC and are clearly indispensable, they have issues and generally do not fully represent the great complexity and heterogeneity of human HNSCC. First, cell lines and subcutaneous xenograft models lack the specific interactions between tumor cells and their native microenvironment that significantly influences carcinogenesis. Orthotopic xenograft models allow tumor development in places that are closer to the natural anatomic site [13], but the tumors still do not arise from the native head and neck epithelium, a significant issue considering the importance of cells of origin in cancer [14]. Second, genetically engineered mouse models often manipulate only one or a few major driver genes (e.g., *TP53*, *CCND1*, *KRAS*, *AKT*, etc.) [12], and normally fail to recapitulate the full alteration spectrum of human HNNCC that typically involves hundreds of genes per tumor [1–4]. Third, carcinogen-induced models such as the 7,12-dimethylbenz[a]anthracene (DMBA)–induced tumors in Syrian hamster cheek pouch do not grossly or histologically resemble human oral carcinomas [12]. Chronic administration of 4-nitroquinoline 1-oxide (4NQO), which can cause DNA adduct formation and Hras mutation, induces oral tumors in rodents [12]. However, these models do not represent the invasive pathology of human HNSCC [12]. In summary, the current widely-used HNSCC models usually fail to accurately recapitulate the full spectra of the biology, histopathology, complexity, and heterogeneity of HNSCC in humans. This, combined with the body size difference between the human and the rodents, make these models often incapable of accurately predicting the drug efficacy and toxicity in human patients [9]. Thus, HNSCC models that can bridge these models and human clinical trials are critically missing and urgently needed at present.

Spontaneously occurring HNSCCs in pet dogs may bridge this gap as they overcome many of the issues of the current HNSCC models discussed above [15–30]. First, unlike genetically-engineered or xenograft rodent models, these cancers are naturally occurring and heterogeneous, capturing the essence of human cancers. Second, as companion animals, dogs share the human environment and are exposed to many of the same carcinogens in a similar fashion, unlike carcinogen-induced cancers. Third, dogs better resemble humans in biology, e.g., with similar telomere and telomerase activities [31] and frequent occurrence of spontaneous epithelial cancers [15], than mice [32]. This further allows a closer resemblance in biology of HNSCC. Notably, the availability of a genome assembly nearly as accurate as the mouse or rat genome [33,34], in contrast to that available for another companion animal, the cat, make many analyses possible with canine cancers but not with feline cancers.

HNSCCs are relatively frequent in the dog and like their human counterparts, the oral cavity is a common site, and oral SCC is the 2^nd^ most common oral malignant tumor in dogs [15,35–37]. The prevalence rate for nontonsillar oral SCC is estimated at 6.4–7.3 per 100,000 [15], compared to the average incidence rate of human head and neck cancers at 8.8 and 5.1 per 100,000 men and women respectively [38]. For canine tonsillar SCC, the prevalence rate varies dramatically, ranging from 91–120 per 100,000 in large cities such as London and Philadelphia to nearly none in rural areas [15]. Critically, numerous anatomic and clinical similarities of HNSCC are noted between the human and the dog [15,35]. For example, as in humans, canine HNSCCs are invasive with metastasis occurring late in disease and tumor cells spreading to the regional lymph nodes and occasionally to the lung, and local disease recurrence is common in many patients. An interesting exception to these resemblances is that canine tonsillar SCCs are more aggressive and often metastatic (73%) compared to those in other locations, which however is observed in humans. Although far from being as extensively characterized as in human HNSCCs, papillomavirus DNA is also detected in canine oral SCCs [39]. Lastly, similar treatment schemes are practiced in the two species, which include surgery, radiation therapy, and chemotherapy with agents such as piroxicam and carboplatin [40,41].

Because of the features described above, along with a large population of pet dogs (~70 million estimated in the US alone), canine HNSCC could potentially be a useful and practical model that significantly speeds up bench to bedside translation. However, a major obstacle for this realization is that canine HNSCC is markedly understudied. Our current literature search indicates that not a single canine HNSCC genome or transcriptome has ever been investigated by sequencing, microarray, or other strategies. This drastically differs from other canine cancers such as lymphoma [42,43], leukemia, and osteosarcoma [26], of which hundreds of cancer genomes have been characterized via array comparative genomic hybridization (aCGH) or molecular cytogenetic analyses. Thus, unlike the better-studied canine cancers, there are simply insufficient data to evaluate the extent of molecular similarity between canine HNSCC and its human counterpart, a key factor in determining the usefulness of canine HNSCC in basic and translational research. To address this obstacle, we set out to conduct a pilot study that represents the first genome-wide characterization of spontaneous canine HNSCC.

## Results

### Twelve spontaneous canine HNSCC, including nine oral SCC, cases were investigated

We characterized 12 spontaneous canine HNSCC cases by genome-wide analyses including high density aCGH and RNA-seq. These cancers come from different dog breeds, including four Labrador retrievers, three mixed breeds, and others listed in S1A Table. Among the 12 HNSCC cases, nine are oral (oSCCs) and all nontonsillar, with one from the buccal mucosa, three from the tongue, and five from the gingiva. The remaining three cases are from the nasal planum, the nostril, and the eye (the ocular adnexa). The tumors are all invasive (Fig 1A and 1B), and most are well-differentiated although some are more disorganized than others (S1A Table).

**Fig 1:**
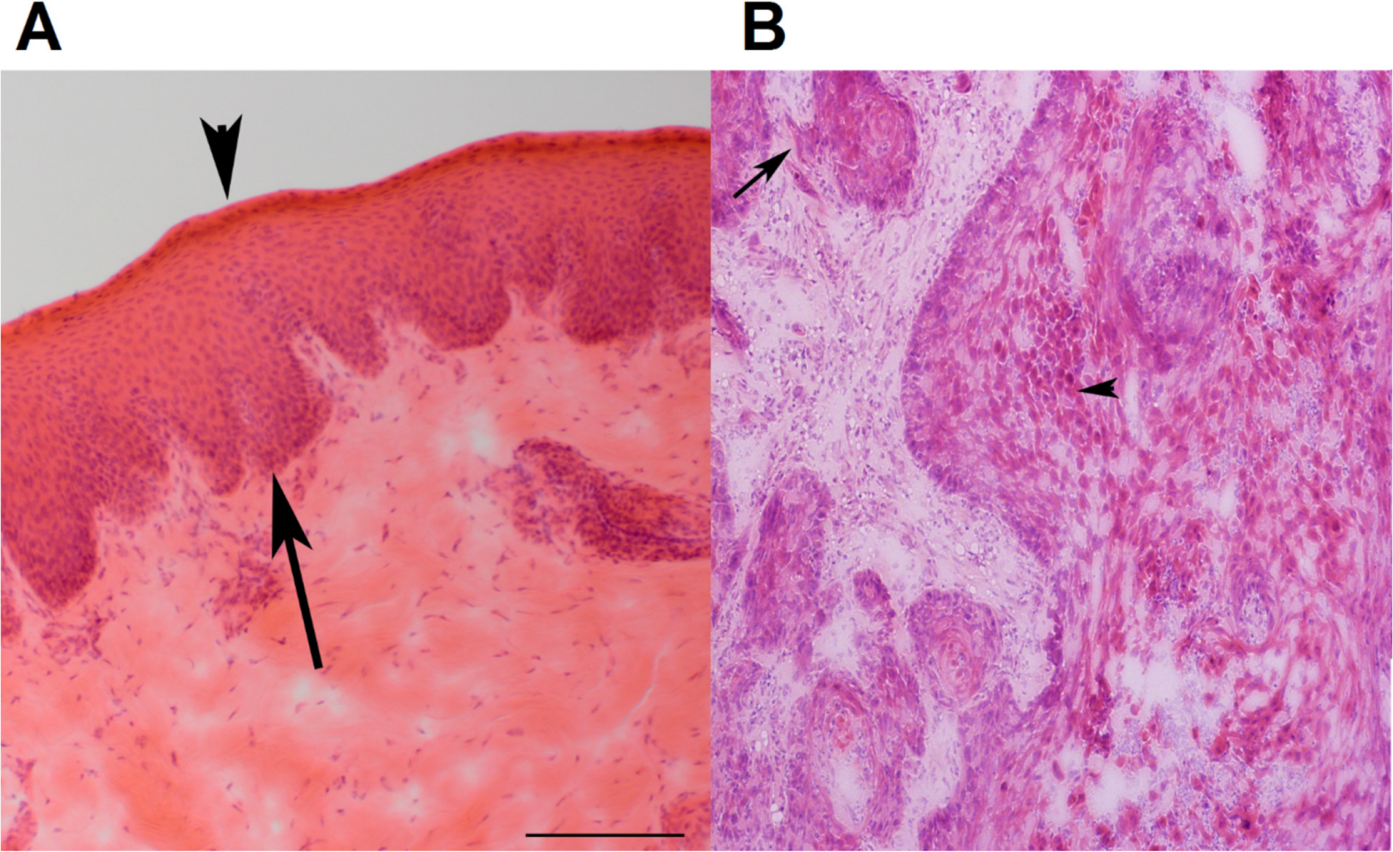
Representative H&E stained images of canine normal squamous epithelium and SCC of the oral cavity. (A) Normal squamous epithelium of the oral mucosa (from case 240). Epithelium is between the arrow and the arrowhead. The arrow indicates the basal layer, while the arrowhead designates the stratum corneum. (B) SCC of the oral mucosa (from case 240). The arrow points to an area with loss of a distinct basal layer and basement membrane. The arrowhead indicates keratinizing squamous cells. The images are at 100X magnification.

Furthermore, two cases appear to be papillomavirus-positive, based on the analysis described in later sections.

### aCGH analysis reveals dog-human homology in genomic copy number abnormality

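Array comparative genomic hybridization (aCGH), which measures the DNA of a tumor against normal DNA at probes spread over the genome, was examined for 13 tumors from 12 dogs with HNSCC. The oSCCs comprised 4 tumors of the buccal mucosa or tongue (240, 571, 938 and 1172) and 6 tumors of the gingiva from 5 dogs (251, 404, 465, 573 and the pair 419 and 419_2 of a single dog). The other 3 tumors were extra-oral, from the nasal planum (1152), the nostril (840) and the eye (734). Each array held 389319 probes placed on the canFam2 genome at a median spacing of 4553 bp, of which 370640 lie on the 38 autosomes. Tumor DNA was labelled with Cy3 and normal DNA with Cy5, and a positive log2 ratio means more tumor than normal DNA. The normal DNA came from the dog with the tumor except in case 573, for which the paper names another dog while the sample labels name dog 573.
The authors deposited a corrected log2 ratio per probe, together with the log2 intensities of both channels for 7 of the arrays, where the difference of the normalized channels gives the ratio to within 0.001. For the 6 arrays of scan batches 2 and 3 (1152, 404, 465, 573, 734 and 840) only the ratio was used. In those 6 files, the chromosome and position in the probe identifier both match the chromosome and position columns in 10.1% of the probes. The values were placed by those columns, called the position columns here. In tumor 734, 81.5% of the variance of the log2 ratios then lay between autosomes, against 48.1% when placed by probe identifier, and the position columns gave the higher share in each of the 6 arrays. The noise between neighbouring probes was 0.23 to 0.30 on the log2 scale in the 7 arrays of scan batch 1 and 0.092 to 0.11 in the other 6, so smaller changes can be seen in the latter.
The log2 ratios were centred on the autosomal median of each array and divided into segments by change-points. A segment was called amplified or deleted when its mean was at least 0.4 in size, the cutoff of the paper, with at least 3 probes and an FDR of 0.01. The program SEG of the paper was not used here, and its change-points can differ. A chromosome was counted as gained or lost when at least 50% of its probes lay in segments at a lower cutoff of 0.2. Each tumor was measured on 1 array without replicates, and tumor 419 represents case 419 wherever cases are counted or tested.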

Analogous to human HNSCCs [1,2,6], aCGH analysis reveals variations in the extent of genomic copy number abnormality (CNA) among these canine tumors. Specifically, while seven canine HNSCCs harbor extensive CNAs, the remaining five tumors have hardly any CNAs in their genomes (Fig 2A and S1B Table). 

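Called CNAs covered between 0.0452 Mb of the autosomes in tumor 419_2 and 66.0 Mb in tumor 734, out of a probed length of 2202 Mb. They reached 1% of this length in 4 of the 12 cases, namely 734 (3.00%), 240 (2.86%), 840 (2.26%) and 938 (1.75%). Most of that length lay in segments of at least 3 Mb, which made up 63.0 Mb in tumor 734, 60.6 Mb in tumor 240, 37.3 Mb in tumor 938 and 27.6 Mb in tumor 840. All 5 such segments of tumor 734 and both of tumor 938 were on chromosome 13, while those of tumor 240 were on chromosomes 13, 14 and 16. Tumors 573 (12.9 Mb) and 1172 (10.7 Mb) followed, and each of the other 6 cases had under 2 Mb. The 375 called segments of tumor 573 included 364 with 20 or fewer probes and none of 3 Mb.
The count depends on the cutoff, since many whole-chromosome shifts lie under 0.4. At a cutoff of 0.2, 9 of the 12 cases reached 1% of the autosomes, tumor 734 had 99.0% of its autosomal length called, and 3 gingival tumors remained below, namely 251 (0.899 Mb), 404 (0.899 Mb) and 465 (1.77 Mb). At a cutoff of 0.6, only 1 case reached 1%. Tumor 734 had 1123 Mb called when its log2 ratios were centred on their mode in place of their median.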

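Tumors 419 and 419_2 of the same dog both had higher tumor DNA on chromosomes 13 and 35, at different levels. In tumor 419 the mean log2 ratio was 0.23 (standard error over probes 0.0027) on chromosome 13 and 0.24 (standard error 0.0041) on chromosome 35. In tumor 419_2 the means were 0.071 (standard error 0.0023) and 0.079 (standard error 0.0035), which are 30.1% and 33.2% of those in tumor 419. The other 36 autosomes lay between -0.038 and -0.0011 in tumor 419 and between -0.025 and 0.017 in tumor 419_2. Across the 38 autosomes of this dog, which are not independent replicates, Pearson's r was 0.93 (permutation p = 1e-05) and Spearman's rho was 0.42 (permutation p = 0.0093). Without chromosomes 13 and 35 r was 0.45, so the relation rests largely on those chromosomes. No error between animals can be given for this single dog.

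**Figure D1:**
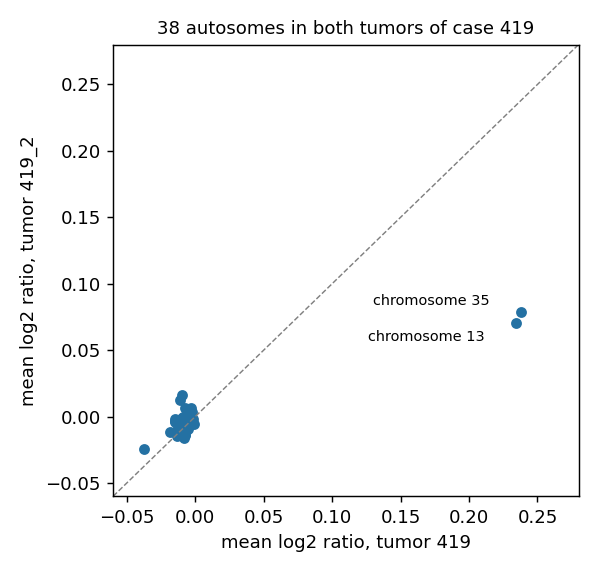
Mean log2 ratio (tumor over normal) of each of the 38 autosomes in tumor 419 (x axis) and tumor 419_2 (y axis), 1 point per autosome, with the line of equality dashed. Chromosomes 13 and 35 stand apart from the others in both tumors, at 0.23 and 0.24 in tumor 419 and at 0.071 and 0.079 in tumor 419_2.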

In some cases, the variation in the CNA prevalence is clearly related to the cancer progression stage (see tumors 419 and 419_2 in Fig 2A). In other cases however, additional factors may also have contributed. For example, tumor 1152 lacks CNAs but is at a tumor-progression stage similar to those with extensive CNAs (Fig 2A). 

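In tumor 1152, of the nasal planum, called CNAs covered 1.78 Mb, or 0.081% of the autosomes. They consisted of 113 segments, of which 111 had 20 or fewer probes, and the longest was 0.179 Mb. Below the cutoff for CNAs, whole chromosomes differed from one another. The autosome means ranged from -0.20 on chromosome 2 to 0.19 on chromosome 13, and segments at -0.2 or lower held 50.7% of the probes of chromosome 2 and 51.3% of those of chromosome 21. The SD of the 38 autosome means was 0.099, compared with 0.012 in tumor 404 and 0.011 in tumor 465, which were scanned in the same batch. At a cutoff of 0.2, the called length in tumor 1152 was 198.6 Mb, or 9.02% of the autosomes.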

Interestingly, among the nine oSCCs, those with a buccal mucosa or tongue location harbor significantly more CNAs than those located in the gingiva (Fig 2A and S1A and S1B Table).

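Called CNAs covered 28.4 ± 28.0 Mb (SD, n = 4) in the oSCCs of the buccal mucosa or tongue and 3.13 ± 5.45 Mb (SD, n = 5) in those of the gingiva. The first group spans tumor 571, with a single amplified segment of 1.17 Mb, and tumor 240, and in the second group tumor 573 held most of the length. The difference of 25.2 Mb did not pass an exact two-sided permutation test (p = 0.0635, where the smallest possible is 0.00794). At the same cutoff it was 13.7 Mb without case 240 (exact p = 0.143) and passed without case 571 (34.3 Mb, exact p = 0.0357), with a penalty of 2 or 1 or placement by probe identifier (exact p = 0.0317 in each) and with at least 10 probes (exact p = 0.0159). It missed without case 251, 404 or 419 (exact p = 0.2 in each) and with ranks in place of lengths (exact p = 0.111). At a cutoff of 0.2 the lengths were 182 ± 108 Mb (SD, n = 4) and 28.4 ± 40.0 Mb (SD, n = 5), and the difference of 153 Mb passed the same exact test (p = 0.0317), as did 69.8 Mb at 0.3 (p = 0.0238), while at 0.6 it was 4.05 Mb (p = 0.683). With the lengths that the paper reports in S1B Table, the difference is 69.2 Mb and the exact test gives p = 0.00794. All 4 tumors of the buccal mucosa or tongue were scanned in batch 1, with gingival tumors 251 and 419, and within this batch the difference was 27.8 Mb (exact permutation p = 0.133) at a cutoff of 0.4 and 136 Mb (exact permutation p = 0.267) at 0.2. The smallest p that this batch allows is 0.0667, so site and scan batch are only partly separated.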

**Fig 2:**
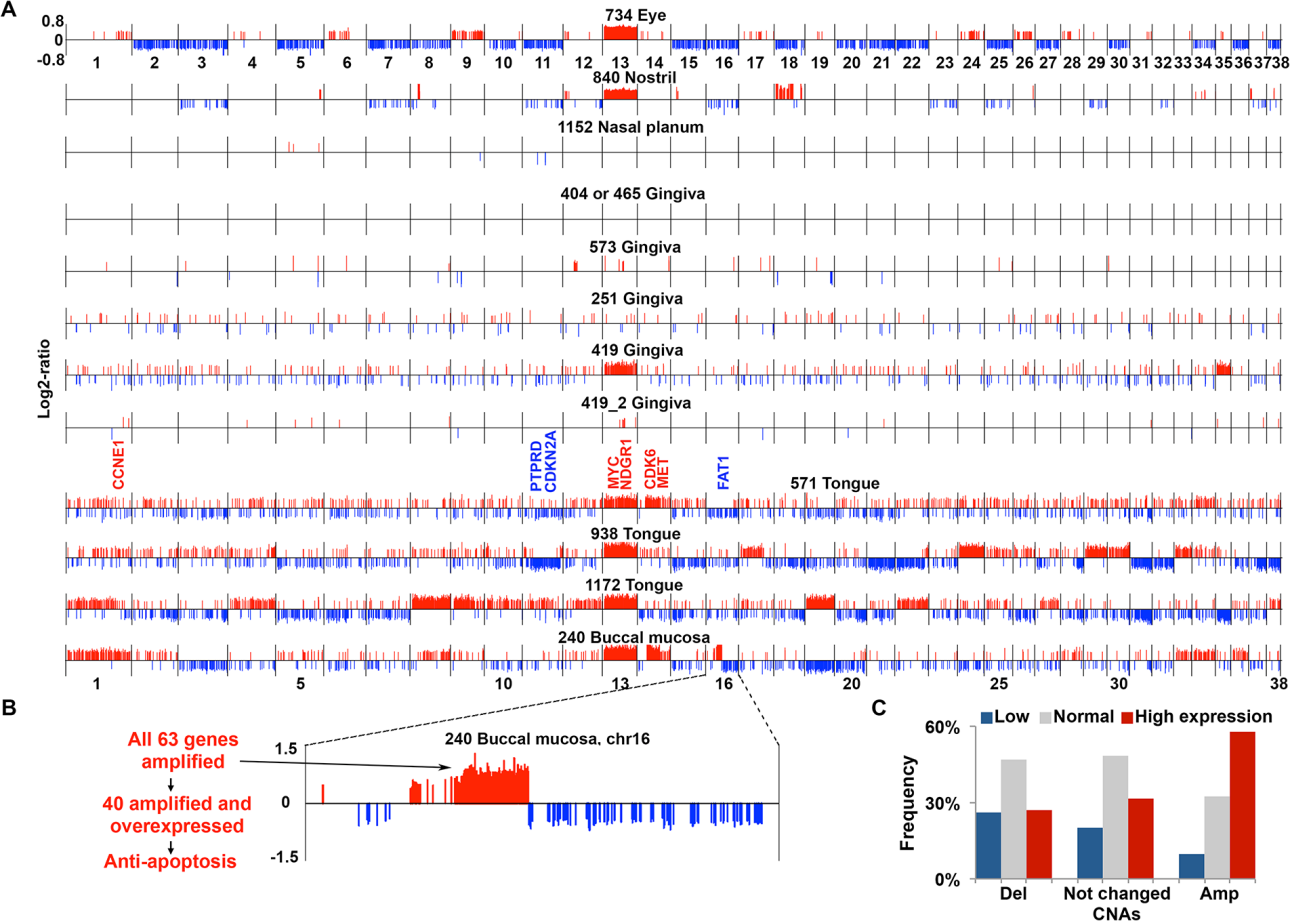
aCGH analysis reveals extensive CNAs in the majority of canine HNSCCs. (A) CNAs found in canine HNSCCs. Each tumor genome, with the tumor ID and location indicated on the top, is shown as a continuous line consisting of 38 canine autosomes separated by vertical black lines, with the chromosome numbers indicated. Within each chromosome, red/blue vertical lines above/below the chromosome indicate amplifications (red) or deletions (blue) respectively, with the line height representing the log2-ratio of the amplified or deleted segment. Tumors 419 and 419_2 are from the same case (ID 419), with 419_2 being less advanced. Notable amplified (red) or deleted (blue) genes, e.g., *MYC*, etc. are indicated.(B) Chromosome 16 of tumor 240 is enlarged to show a focal amplification, located at 20.8–30.7 Mb of chromosome 16 and harboring 63 genes as indicated, to exemplify that many of the amplified genes are also overexpressed and associated with tumor-promoting function. (C) Integration of genes’ copy number status and mRNA expression level. Genes (11,821 total) with FPKM (fragments per kilobase of exon per million mapped fragments) of ≥ 1 in at least one of the tumors subjected to RNA-seq were sorted into three groups based on the analysis indicated in (A): deleted (Del), unchanged, or amplified (Amp) as shown on the X-axis. Then, each group of genes was further divided into three subgroups based on the mRNA expression level: low, normal, and high determined as described [2], with the percentages shown in the Y-axis. See also S2B Table.

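Broad events ranged from none to all chromosomes of a tumor. In tumor 734, of the eye, 19 autosomes were gained and 19 lost, the losses at mean log2 ratios from -0.29 (chromosome 3) to -0.055 (chromosome 10), or -0.56 and -0.33 when centred on the mode, and which of them count as gained depends on the centre, since the median of its deposited log2 ratios was -0.023 and their mode 0.26. Tumor 840, of the nostril, had 11 autosomes lost and 1 gained. Tumor 1172 had gains of chromosomes 8, 13 and 19 and losses of chromosomes 31 and 35, tumor 938 had gains of chromosomes 13, 24 and 29, tumor 419 had gains of chromosomes 13 and 35, and no autosome was gained or lost in tumors 251, 404, 419_2, 465, 571 and 573. Chromosome 7 had a mean log2 ratio of -0.073 ± 0.10 (SD, n = 12 cases) and lay below 0 in 12 of 12 cases (sign-flip permutation test, adjusted p = 0.0093 over 38 autosomes), but without centring of the arrays it lay below 0 in 10 of 12 (adjusted p = 0.118). It was counted as lost only in tumors 734 (-0.26) and 840 (-0.25). Chromosome 19 was gained in tumors 1172 (0.29) and 734 (0.25) and lost in tumor 240 (-0.20).
The 10 focal segments under 3 Mb with the largest means, among those with at least 10 probes, were in 3 tumors. In tumor 840, 3 neighbouring segments on chromosome 18 between 34950617 and 36137763 had means of 1.25, 1.12 and 1.31, and a segment from 50887358 to 50958599 on the same chromosome had 1.26. In tumor 734, 3 neighbouring segments on chromosome 3 between 85567144 and 87028389 were deleted, at -1.13, -1.19 and -1.32. Tumor 573 had a deleted segment on chromosome 23 from 23555688 to 23770432 (-1.63, 42 probes) and amplified segments on chromosome 17 from 59755450 to 59844671 (1.40) and on chromosome 19 from 23217658 to 23316080 (1.13), measured against the normal DNA of another dog. No canFam2 gene annotation was used here, so the genes of these segments are not named.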

As in human HNSCCs [1,2,6], both focal and broad CNAs were detected in the canine tumors (Figs 2A and S1). For example, tumor 240 harbors a focal amplification of ~10Mb located on chromosome 16, increasing the copy number of nearly all 63 genes inside by 2-fold and more (Fig 2B and S1C Table). Of these genes, 40 are also overexpressed (see later sections), among which “negative regulation of apoptosis” and “endopeptidase activity” are the most enriched functional groups. Indeed, anti-apoptosis associated genes *IKBKB*, *POLB*, *SFRP1* and *FNTA*, as well as endopeptidase genes *ADAM9* and *PLAT* encoded in the region are both amplified and overexpressed (S1C and S1D Table) (these genes are also recurrently amplified in human cancers including HNSCC according to cBioPortal [44] at www.cbioportal.org). 

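On chromosome 16 of canFam2 from 20874453 to 30664857 (9.79 Mb, 1589 probes), the mean log2 ratio of tumor 240 was 0.83 (standard error over probes 0.0083), a 1.78-fold ratio of tumor to normal DNA. On the other 12 arrays it lay between -0.27 (tumor 840) and 0.0054 (tumor 573). The region fell into a segment from 20811668 to 21950654 at 0.61 and a longer one from 21955029 to 30664857 at 0.86. Distal to it, the rest of chromosome 16 from 30669296 to 62514014 had a mean of -0.21.
Of the 63 genes inside, 61 had a mean of at least 0.4 and all 63 lay above their value on each of the other arrays. The means of 58 genes reached a measured log2 ratio of 0.58, which is that of 3 copies against 2. Those of 9 genes reached 1, which is 2-fold. With the mean of the segment in place of each gene's own probes, none reached 1. On the array of tumor 573, chromosome X of a male against a female dog, 1 copy against 2, read only -0.64. Measured ratios can fall short of the change in copies, but that array is of scan batch 3 and that of tumor 240 of scan batch 1. No such reading exists for the array of tumor 240, and a change of chromosome X in tumor 573 itself cannot be told apart. Dilution by normal cells was not tested. The highest means were those of CHRNB3, a nicotinic acetylcholine receptor subunit (1.16, 4 probes), DDHD2, a phospholipase (1.15, 2 probes), and LSM1, a subunit of an RNA decay complex (1.12, 1 probe). The lowest were those of DPP6 (0.26, 157 probes), which spans the proximal border of the amplicon, SHH, a secreted morphogen (0.36, 2 probes), and THAP1 (0.47, 1 probe). Genes with 1 or 2 probes carry little precision, and the values rest on 1 array.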

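All 4 anti-apoptosis genes were amplified in tumor 240 by the cutoff of 0.4, with a mean log2 ratio of 0.84 ± 0.22 (SD over 4 genes). IKBKB, a kinase that activates NF-kB signalling, lies on chromosome 16 from 26313775 to 26373854 and had 0.88 (standard error over 12 probes 0.092). POLB, the DNA polymerase of base excision repair, had 0.76 (standard error 0.049), SFRP1, a secreted antagonist of Wnt signalling, had 1.11 (standard error 0.087), and FNTA, a subunit of protein farnesyltransferase, had 0.60 (standard error 0.062). All 6 genes of the endopeptidase group were amplified, at 0.80 ± 0.065 (SD over 6 genes). That group was put together here, and the text of the paper names only ADAM9 and PLAT. Whether all 6 act as proteases was not examined. Among them, ADAM9, a membrane-bound metalloprotease, had 0.75 (standard error 0.067) and PLAT, which encodes tissue plasminogen activator, had 0.79 (standard error 0.13, 2 probes), while ADAM2, ADAM18, ADAM32 and HTRA4 lay between 0.72 and 0.90.
Of the other groups, 4 of 4 kinase signalling genes (IKBKB, FGFR1, EIF4EBP1 and TACC1; mean 0.89), 4 of 4 chromatin regulators (KAT6A, WHSC1L1, ASH2L and PAXIP1; mean 0.78) and both genes of tryptophan catabolism (IDO1 and IDO2; mean 0.71) reached 0.4. Among the developmental regulators, MNX1, DKK4 and SFRP1 did and SHH did not. The groups were chosen with S1C Table in view, and their genes share 1 amplicon, so the groups are not independent of one another. The values are of DNA, and expression was not analysed here.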

Notably, 42 of the 63 genes are also significantly amplified in human HNSCC based on the TCGA study [1] (which will be examined further in a later section). These observations support that this focal amplification may have contributed to the pathogenesis of tumor 240. 

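Chromosome 13 had the highest mean log2 ratio of all autosomes over the 12 cases, at 0.25 ± 0.20 (SD, n = 12). It was above 0 in 12 of 12 cases (exact two-sided sign-flip permutation test, p = 0.000488, the smallest that 12 cases allow; adjusted p = 0.0093 over 38 autosomes). By the rule that at least 50% of the probes lie in segments at 0.2 or higher, it was gained in 7 cases. These were tumors 734 (mean 0.65), 938 (0.42), 840 (0.39), 240 (0.39), 1172 (0.35), 419 (0.23) and 1152 (0.19, with 54.6% of the probes). Centred on the mode, the mean in tumor 734 was 0.37. Tumor 571 had a single segment just under 0.2 over the whole chromosome, tumor 573 had 0.18 with 28.0% of the probes at 0.2 or higher, and the gingival tumors 251, 404 and 465 had means between 0.0045 and 0.0068. No case had chromosome 13 lost. The number of cases was 9 with a cutoff of 0.1, 5 with 0.3 and 3 with 0.4 in place of 0.2. With the values placed by probe identifier it was 5, and the mean was 0.15 (exact sign-flip permutation p = 0.00537). It was 4 among the 6 cases of scan batch 1 and 3 among the 6 of the other scan batches.

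**Figure D2:**
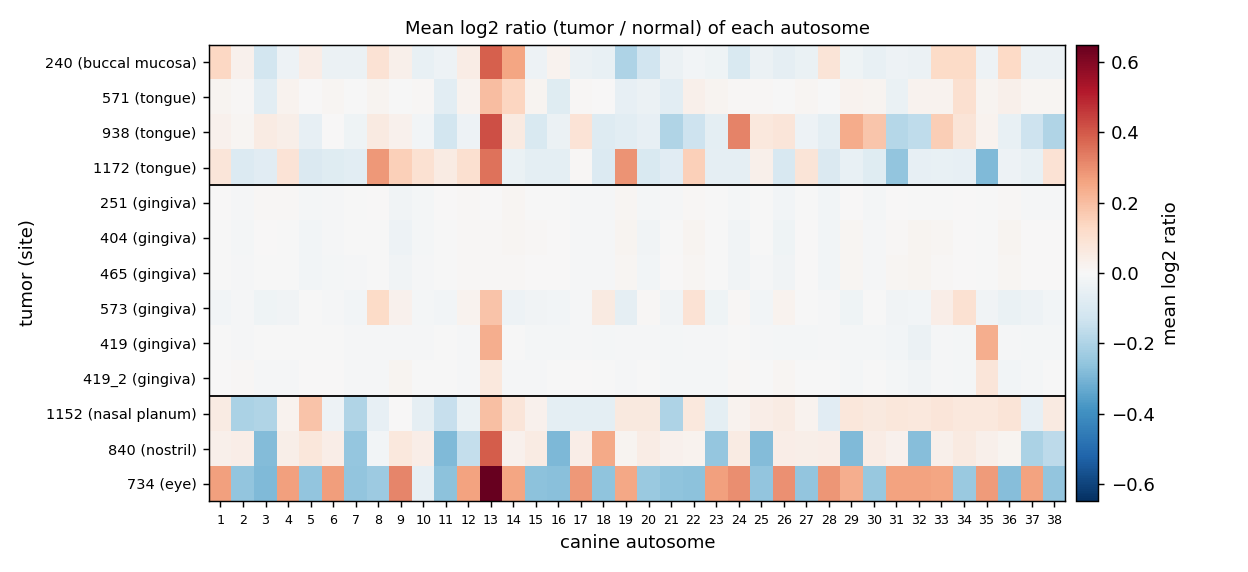
Mean log2 ratio (tumor over normal, colour scale) of each of the 38 canine autosomes (columns) in each of the 13 tumors (rows), with black lines between tumors of the buccal mucosa or tongue, of the gingiva and of extra-oral sites. Chromosome 13 is red in most tumors, up to 0.65 in tumor 734 (0.37 if centred on the mode), and near 0 in tumors 251, 404 and 465.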

Meanwhile, broad events such as recurrent gain of canine chromosome 13, observed in seven tumors out of 12 total (Fig 2A), were seen as well (although other canine cancer types also harbor chromosome 13 gain [21,43]). The first 40Mb of canine chromosome 13 is syntenic to the last 48Mb of human chromosome 8q, which encodes genes including *MYC* and is one of the most recurrently amplified sites in human HNSCC [1,2] and other cancer types [45,46]. Consistent with published studies [21,43], these observations support common cancer drivers between the human and the dog.

In most canine HNSCCs, more amplifications than deletions were found, causing more genomic sequences and genes to be amplified than deleted (Fig 2A and S1B Table). 

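Summed over the 12 cases, amplified segments covered 227.5 Mb and deleted segments 19.0 Mb. Amplified length was greater in 6 cases (240, 571, 734, 840, 938 and 1172) and deleted length in the other 6. The tally was 8 against 3 with at least 10 probes per segment, with no call in tumor 404, and 7 against 5 with a penalty of 1 or a cutoff of 0.3, but 5 against 7 on the mode or with a penalty of 6 and 5 against 6 with no centring or at a cutoff of 0.6, and with the probe pattern of the scan batch subtracted, an alternative added after seeing the data, it was 9 against 3. The amplified sum came mainly from tumors 734 (63.1 Mb amplified, 2.87 Mb deleted), 240 (63.0 Mb, 0.0085 Mb), 840 (48.9 Mb, 0.824 Mb) and 938 (38.5 Mb, 0.00905 Mb), in which long segments of chromosome 13 pass the cutoff. Centred on the mode, tumor 734 had 0.00882 Mb amplified of 1123 Mb called, so its place in the sum depends on the centre. Deleted length was largest in tumors 573 (7.64 Mb) and 1172 (4.09 Mb). The difference per case was 17.4 ± 26.6 Mb (SD, n = 12; exact two-sided sign-flip permutation test, p = 0.0786). It was 41.9 Mb at a cutoff of 0.3 (exact p = 0.0337) and 7.84 Mb at 0.6 (exact p = 0.201), and it turned to -14.7 Mb at a cutoff of 0.2, where tumor 840 had 609 Mb deleted, and to -82.3 Mb when arrays were centred on the mode. Genes were not counted here, since no canFam2 annotation was used.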

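In the 10 cases with segments of both kinds, the geometric mean length was 115 kb for amplified and 16.9 kb for deleted segments. Amplified segments were the larger in 9 of these 10 cases by mean log10 length. The mean size was 9613 kb over 4 segments against 9.05 kb in tumor 938, which had 1 deleted segment, of 3 probes. It was 9018 kb (7 segments) against 49.5 kb (58 segments) in tumor 734 and 977 kb (50 segments) against 34.3 kb (24 segments) in tumor 840. Tumor 240 also had only 1 deleted segment, of 8.5 kb, so its deleted size and that of tumor 938 rest on a single short call. In tumor 419, with 1 amplified and 3 deleted segments, the order was opposite, at 9.06 kb against 44.8 kb, and in tumor 573 it was opposite by the arithmetic mean, at 34.1 kb against 34.4 kb. The difference in mean log10 length was 0.833 (exact two-sided sign-flip permutation test over 10 cases, p = 0.0566), and 0.966 without case 419 (exact test, p = 0.00391). Without case 240, 734, 840 or 938 the exact test gave p = 0.113, and the difference was 0.46 (exact p = 0.307) with arrays centred on the mode, 0.386 (exact p = 0.344) with a penalty of 6, 0.266 (exact p = 0.0044) with a penalty of 1, 0.406 (exact p = 0.0684) at a cutoff of 0.2 and 0.544 (exact p = 0.125) with at least 10 probes.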

Amplifications are, on average, also larger than deletions (S2 Fig and S1B Table). Importantly, a better correlation between the copy number status and the expression level (see later sections) was observed for amplified genes than deleted genes (Fig 2C), supporting that amplified regions harbor more cancer drivers than deleted regions. This is also consistent with human findings [2].

Many known human HNSCC genes [1,2,47–49] are also amplified/deleted in the canine tumors. Examples include recurrent amplification of known oncogene *MYC*; protein kinase genes *MET*, *PTK2* (also known as *FAK1*) and *FGFR1;* apoptosis-related *FADD;* histone lysine methyltransferase gene *WHSC1L1*; *NDRG1* (N-myc downstream regulated 1) which is frequently altered in human cancers including HNSCC but whose roles remain controversial [50]; cell cycle genes *CCNE1*, *CDK6* and *E2F3*; and others listed in S1E Table. 

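MYC, PTK2 and NDRG1 lie on chromosome 13 according to Fig 2A. The highest segment of that chromosome with at least 10 probes had a mean of 0.67 in tumor 734 and 0.47 in tumors 840 and 938. In tumors 734 and 938 it was part of the broad gain itself, with lengths of 14.3 and 27.9 Mb. Centred on the mode, the mean of the whole chromosome in tumor 734 fell from 0.65 to 0.37. In tumor 573, measured against the normal DNA of another dog, the highest segment had 0.62. Chromosome 14, on which the paper places MET, a receptor tyrosine kinase, and CDK6, a cyclin-dependent kinase, had 3 long segments in tumor 240, from 19015074 to 22527685 at 0.75, from 22532035 to 29943307 at 0.64 and from 29952838 to 39186067 at 0.41. In tumor 571, 49.2% of the probes of chromosome 14 lay at 0.2 or higher, and tumor 734 had 0.26 over the whole chromosome. In the test of recurrence, 39 of its 610 windows passed an adjusted p of 0.2, but only just, the lowest being 0.199 (permutation of the windows of each case). At the highest window of each run, tumors 240, 571 and 734 lay at 0.2 or higher. Chromosome 1, with CCNE1 (cyclin E), had a mean of 0.27 in tumor 734 and 0.13 in tumor 240, and was gained only in the former. Centred on the mode, tumor 734 had -0.023 on chromosome 14 and -0.013 on chromosome 1, so these gains depend on the centre.
FGFR1, a receptor tyrosine kinase on chromosome 16 from 29982764 to 30034034, had a log2 ratio of 0.88 (standard error over 7 probes 0.10) in tumor 240 and lay between -0.17 and 0.035 on the other 12 arrays. WHSC1L1, from 30059929 to 30174029, had 0.73 (standard error over 15 probes 0.081) in tumor 240 and between -0.26 and 0.055 elsewhere. FADD and E2F3 were not analysed here, and for MYC, PTK2, NDRG1, MET, CDK6 and CCNE1 the values are those of chromosomes and segments, not of the genes.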

Notably, the most enriched functions among the amplified genes are protein kinase activity, with 15 serine/threonine kinases and 13 tyrosine protein kinases, and protease activity, with 10 serine proteases (S1E and S1G Table). This is consistent with TCGA’s human HNSCC study [1]. 

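Chromosome 11, on which the paper places CDKN2A, an inhibitor of cyclin-dependent kinases, and PTPRD, had a mean log2 ratio of -0.27 in tumor 734 and -0.29 in tumor 840, with 100% of the probes at -0.2 or lower in the former, where the mean was -0.55 when the array was centred on the mode. In tumor 1152, 18.6% of its probes lay at -0.2 or lower, and its lowest segment with at least 10 probes had a mean of -0.62. Tumor 1172 also had a segment at -0.62, and 1.18% of its probes on this chromosome lay at -0.2 or lower. Over the 12 cases the mean of chromosome 11 was -0.074 ± 0.11 (SD, n = 12), which did not pass the sign-flip permutation test over 38 autosomes (adjusted p = 0.162). Chromosome 16, with FAT1, was counted as lost in 3 cases, namely 840 (-0.29), 734 (-0.27, or -0.55 centred on the mode) and 240, where 54.5% of its probes lay at -0.2 or lower beyond the amplicon. In tumor 734 it held a segment at -0.75. Its mean over the cases was -0.068 ± 0.10 (SD, n = 12; sign-flip permutation test, adjusted p = 0.135), and with chromosome medians in place of means it passed (-0.077, adjusted p = 0.0495). The values are of chromosomes and segments, since the canFam2 positions of these genes were not used here.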

Examples of deleted genes in the canine tumors (Fig 2A) include cell cycle gene *CDKN2A*, one of the best known gene deletions in human HNSCC [1,2,6]; and protein phosphatase *PTPRD* and cadherin superfamily membrane *FAT1*, tumor suppressors [51,52] that are also frequently deleted in human HNSCC [1]. Furthermore, the most significantly enriched functions among the deleted genes are closely related to epithelial cell polarity including adhesion (18 genes), small GTPase regulator activity (19 genes), and cell junctions (11 genes) (S1F and S1G Table). This agrees with human HNSCC findings [1] and is consistent with the concept that loss of cell polarity is a hallmark of epithelial cancers such as HNSCC [53]. These observations support the dog-human molecular homology.

### RNA-seq analysis reveals dog-human homology in transcriptomic alterations

To better understand alterations at the transcriptomic level, we performed RNA-seq on seven of the canine oSCCs and three matching normal tissue samples (S2A Table). The study further reveals canine tumor heterogeneity and supports dog-human molecular homologies. First, principle component analysis (PCA) separates the tumors from the normal samples (Fig 3A). More importantly, tumors 1172, 465, and 404 are distant from the other tumors in the PCA (Fig 3A), the significance of which will be discussed in later sections. Second, compared to the normal samples, the genes upregulated in the tumors are enriched in functions including: 1) cell adhesion/motility, extracellular matrix, and endopeptidase activity; 2) hypoxia and polysaccharide metabolic processes; 3) blood vessel morphogenesis and cell differentiation; and 4) immune response (Fig 3B and S2C–S2G Table). As in human cancers, these functions facilitate canine tumor cell proliferation and invasion.

**Fig 3:**
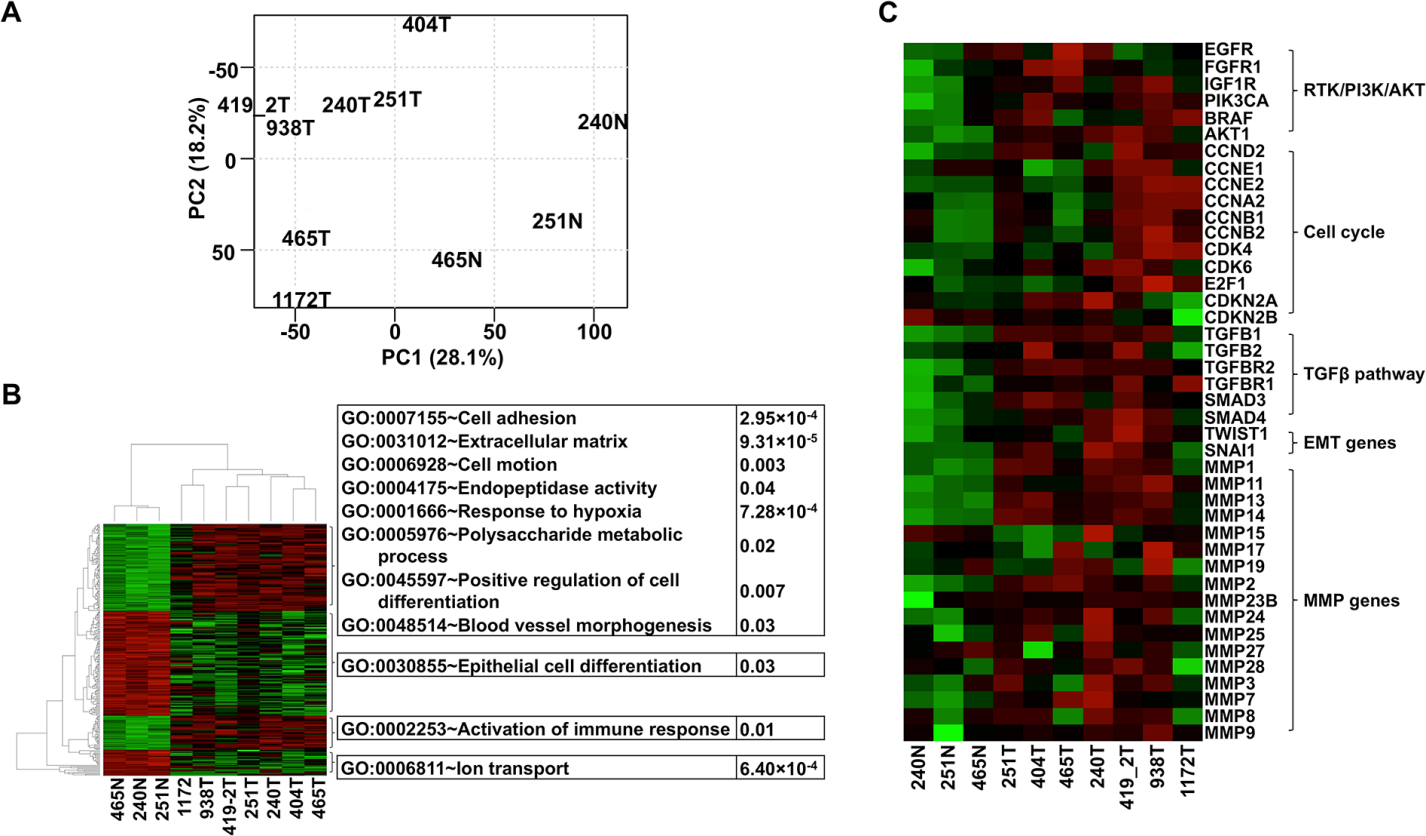
The same pathways are altered in canine oSCCs as in their human counterparts as revealed by RNA-seq analysis. (A) PCA with FPKM values of 12,478 total genes, each having FPKM ≥ 1 in at least one of the tumor (with ID followed by T, e.g., 240T) or normal (with ID followed by “N”, e.g., 240N) samples. The plot shows that tumors are separated from normal samples and tumors 1172T, 404T, and 465T are distinct from the other tumors. (B) Heatmap with the log_2_(*FPKM*) values of genes (255 total) that are differentially expressed between the tumors and the normal samples found by both DESeq and t-tests at FDR ≤ 0.1. The right panel illustrates the significantly enriched functions of each gene cluster indicated. Red denotes upregulation and green denotes downregulation. (C) Heatmap of genes from pathways and groups that are reported to be altered in human oSCC [1,2]. The heatmap is generated as described for (B).

We followed published strategies [2,46] to identify over/under-expressed genes. Consistent with CNA findings (Fig 2A), more genes are overexpressed than underexpressed in all tumors except tumor 404 (S2B Table). Importantly, genes recurrently overexpressed among the tumors are significantly enriched in functions associated with cell cycle (e.g., cytoskeleton, spindle, centrosome, kinetochore, etc.), protein kinase activity (e.g., *PTK2*, *TEC*, *CHEK2*, etc.), nucleolus, and mRNA and ncRNA processing. Recurrently underexpressed genes are, however, significantly enriched in functions related to cell junctions (e.g., 9 tight junction genes), mitochondria (e.g., respiratory chain and oxidative phosphorylation), serine protease inhibitors, and apoptosis. These functions promote cancer cell proliferation and invasion, consistent with human cancer findings [1].

Critically, we found the same genes and pathways altered in these canine cancers as reported in human HNSCCs [1,2]. For example, gene members of the receptor tyrosine kinase (RTK)/ PI3K/AKT pathway such as *EGFR*, *PIK3CA*, *BRAF*, and *AKT1* are recurrently overexpressed among the canine tumors (Fig 3C). *AKT1* is especially noteworthy because its expression level in each tumor is consistently higher than in each normal sample by 2-4-fold (Fig 3C). The PI3K/AKT pathway is indeed activated in the tumor cells as revealed by immunostaining with phospho-AKT (Fig 4A). Cell cycle is also altered, as evidenced by overexpression of multiple cyclin genes, *CDK4*, *CDK6* and *E2F1*; as well as underexpression of *CDKN2A* and *CDKN2B* (Fig 3C). These pathway alterations could promote cancer cell proliferation.

**Fig 4:**
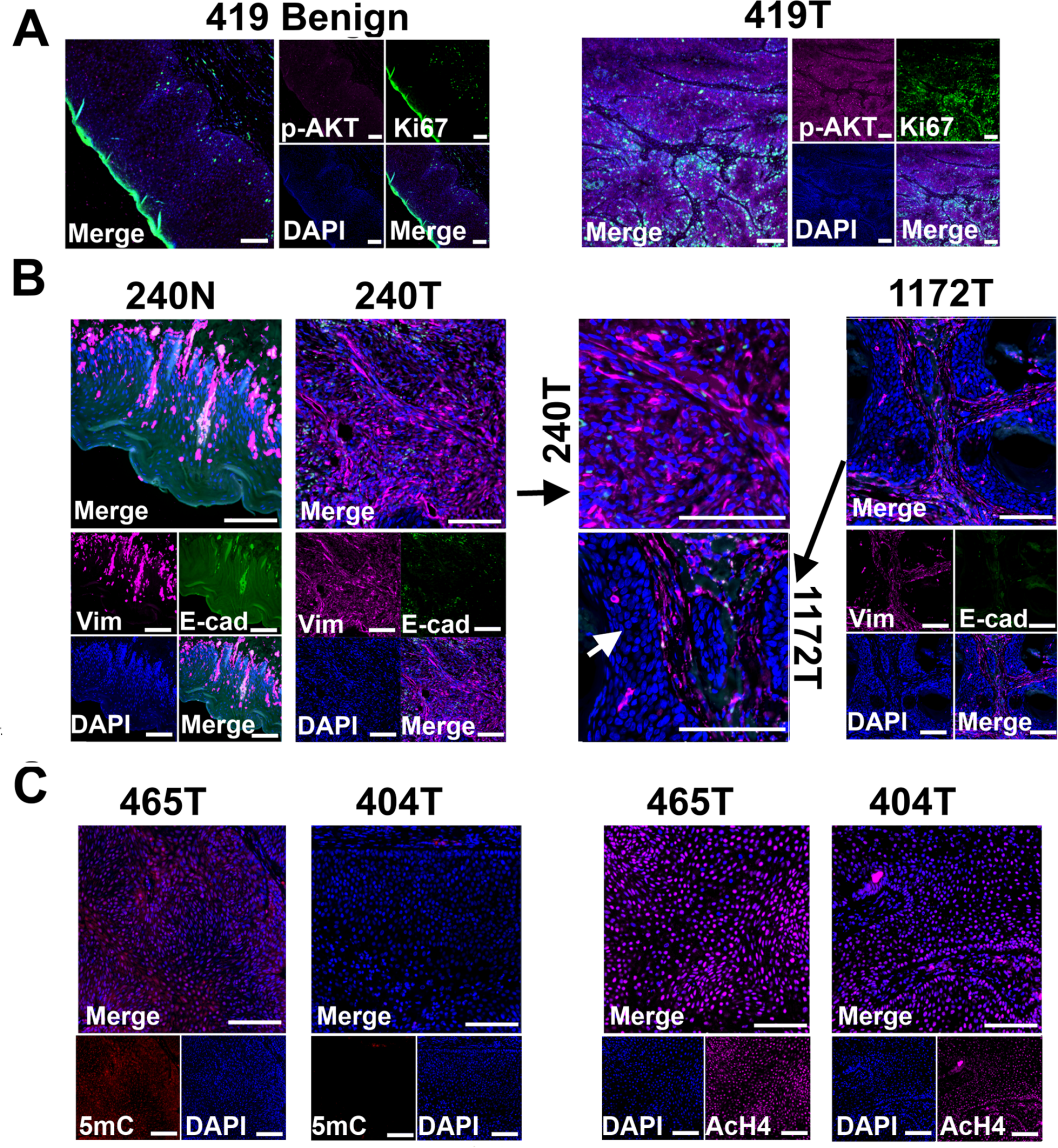
Tissue immunofluorescent staining supports conclusions from RNA-seq studies shown in Fig 3. (A) Phospho-AKT (p-AKT) is more strongly expressed in tumor cells than in benign cells of canine case 419, indicating the activation of PI3K/AKT pathway in the tumor cells. Tumor 419 has highest *AKT1* mRNA expression level based on RNA-seq analysis (Fig 3C). (B) In case 240, tumors cells (240T) express higher level of mesenchymal marker vimentin (Vim) but lower level of epithelial marker E-cadherin (E-cad) when compared to normal squamous cells (240N). Many proliferating tumor cells (e.g., those pointed by white arrow) of case 1172 however do not express vimentin. These are consistent with RNA-seq analyses (Fig 3C). (C) Tumor 404 has significantly decreased 5-methylcytosine (5mC) staining and somewhat decreased acetyl-H4 staining (AcH4), compared to tumor 465. This is consistent with the PCA result shown in Fig 3A indicating them being two distinct tumors. Representative confocal images are shown; scale bar, 50 μm.

Another pathway affected is TGFβ signaling, as evidenced by the recurrent overexpression of *TGFB1*, *TGFB2*, *TGFBR2*, *TGFBR1*, *SMAD3* and *SMAD4* in the canine tumors (Fig 3C). Other notable changes include at least 12 matrix metalloproteinase (MMP) genes, whose expression increased by hundreds to thousands fold in at least one tumor (Fig 3C). Likewise, epithelial to mesenchymal transition (EMT) genes *TWIST1* and *SNAI1* are also recurrently overexpressed (Fig 3C). These observations indicate EMT in the canine tumors, which is confirmed by immunofluorescent staining showing increased expression of the mesenchymal marker vimentin and decreased expression of the epithelial marker E-cadherin in the tumor cells, compared to the normal squamous cells (Fig 4B). Activation of these genes and pathways would facilitate the invasion of tumor cells into adjacent tissues. Interestingly, tumor 1172 appears to be an exception to the above observations (Figs 3C and 4B), which will be revisited in the DISCUSSION section.

Finally, two canine oSCCs appear to be canine papillomavirus (CPV)-positive, based on the detection of papillomavirus sequences, specifically CPV7 E2/E4 sequences in tumor 1172 and sequences with high homology (>90%) to human papillomavirus HPV77 E2/E4 in tumor 465, among their RNA-seq reads (S2H Table). However, unlike TCGA’s HPV-positive HNSCCs that harbor thousands of viral RNA-seq reads per sample [1], we only identified a few viral RNA-seq reads for the two canine tumors (S2H Table). This indicates that the infection is likely latent, or the CPV genome(s) infected has/have not been sequenced (we were able to download 170 HPV genomes but only 15 CPV genomes from the PaVE database at pave.niaid.nih.gov at the time of the analysis).

### RNA-seq analysis reveals dog-human homologies in sequence mutation

We took advantage of RNA-seq data to examine sequence mutations in the canine samples. Briefly, to achieve more accurate mutation-finding, we utilized only coding regions with 30-300X RNA-seq read coverage, which distribute across the genome and amount to 4–6 Mb sequences in total per sample (S2I Table). The analysis again reveals dog-human homologies. First, base transitions C↔T/G↔A dominate base transversions in all samples (Fig 5A and S2I Table), indicating similar mutation mechanisms in both species. At CpG sites, the two CPV-positive canine tumors harbor significantly more transversions compared to the CPV-negative tumors (Fig 5B and S2I Table), consistent with human findings [1]. However, we did not observe a predominance of mutations at TpC sites in CPV-positive canine tumors (S2I Table), unlike the human study [1]. Second, the analysis uncovered a somatic mutation, E233K, in *TP53*. Similarly, consistent with human studies [3,4], genes *FAT1*, *FAT2*, *UBR2*, *TNC* and others were found to be mutated in the canine tumors (S2I Table).

**Fig 5:**
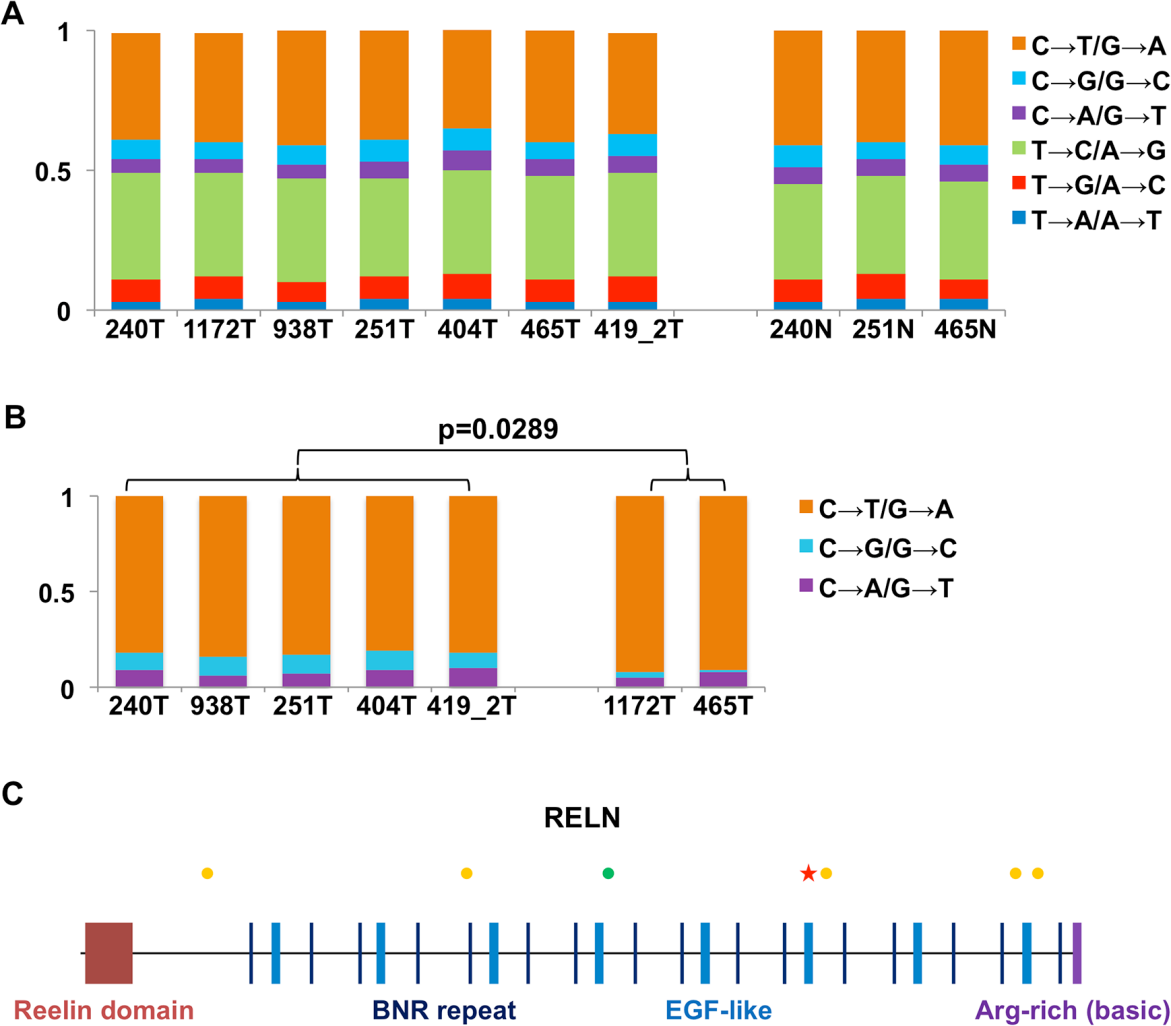
RNA-seq analysis reveals dog-human homology in sequence mutations. (A) The fractions (the Y-axis) of base substitution types in the canine samples (the X-axis) detected by RNA-seq when compared to the dog reference genome [33]. (B) Base transversions are significantly more prevalent in CPV-negative tumors than CPV-positive tumors at CpG sites. (C) Synonymous (green dots) and non-synonymous (yellow dots) substitutions, and a nonsense mutation (red star) uncovered in the *RELN* gene in tumor 404.

As an example, Fig 5C shows the mutations found in the gene *RELN* in canine tumor 404, including one nonsense, five non-synonymous and one synonymous changes. Importantly, *RELN* is significantly mutated in human HNSCC [1,4], non-small cell lung cancer of smokers [54], and acute lymphoblastic leukemia [55]. *RELN* encodes an extracellular matrix glycoprotein which is known to control cell–cell interactions to regulate neuronal migration and positioning in the developing brain. Thus, alteration of *RELN* may contribute to tumor cell invasion and spread in both the human and the dog.

### Driver-passenger discrimination via dog-human comparison for human 8q

The dog-human molecular homologies described above rationalize the use of the dog-human comparison strategy for driver-passenger discrimination as described [30] for HNSCC. Because of the small sample size of canine tumors, we tested this strategy only on human 8q, one of the most recurrently amplified regions in human HNSCC [1,2] and other cancer types. Due to interspecies genomic rearrangements, human 8q is broken into two dog chromosomal regions, which include chromosome 29 and the first 38Mb of chromosome 13 (Fig 6A). Notably, the entire human 8q is significantly amplified among TCGA’s 449 human HNSCCs (FDR < 10^–6^), leading to the amplification of all of its 398 genes (Figs 6A and S1). 

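The region of chromosome 13 listed in S1H Table (6578 probes) had a mean log2 ratio of 0.26 ± 0.21 (SD, n = 12 cases) and the region of chromosome 29 listed there (7019 probes) had 0.016 ± 0.14 (SD, n = 12). The former was higher in 9 of 12 cases, by 0.24 ± 0.21 (SD; exact two-sided sign-flip permutation test, p = 0.0039). The gap was widest in tumor 840 (0.69), in which chromosome 29 was lost, and next in tumors 240 (0.42), 734 (0.42) and 1172 (0.40). It was 0.24 (p = 0.0625, exact test) within scan batch 1 and 0.24 (p = 0.125, exact test) within scan batches 2 and 3, with 6 cases each, and 0.13 over the 12 cases (p = 0.0591, exact test) when values were placed by probe identifier.
For recurrence, the segment means of the 12 cases were summed over windows of 100 kb, after the manner of GISTIC. All 383 windows of the chromosome 13 region were amplified at an adjusted p of 0.2 or lower. Over the whole chromosome the lowest was 0.000116 (permutation of the windows of each case), and its highest-scoring window, from 43800001, lies beyond the region. At that window 7 cases lay at 0.2 or higher. The highest, at 0.69, was tumor 573, measured against the normal DNA of another dog. All 383 windows of the region were also called without case 573. The paper counts genes and finds only part of those in the region amplified. Windows and genes are unlike units. Of all 22052 autosomal windows, 699 were amplified and 10 deleted, and 632 of the amplified windows lay on chromosome 13. Windows within a segment are not independent.

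**Figure D3:**
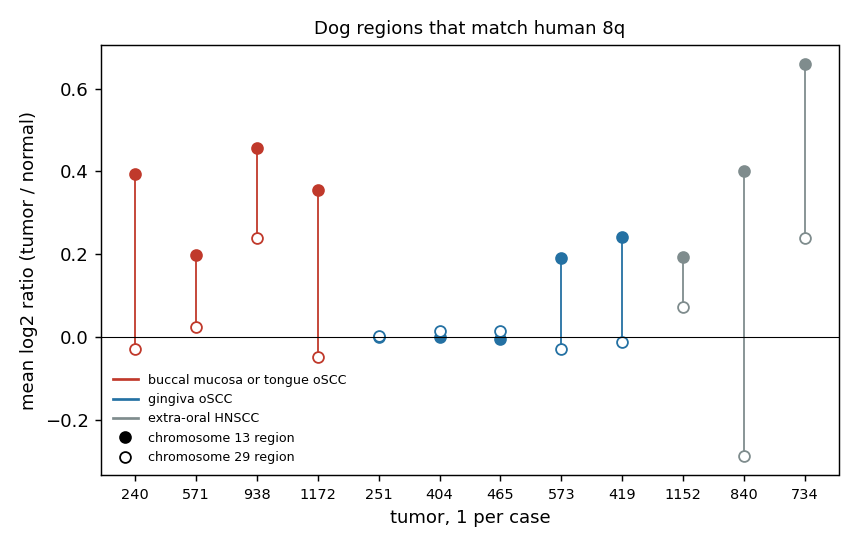
Mean log2 ratio (tumor over normal, y axis) of the chromosome 13 region (filled points) and the chromosome 29 region (open points) in the tumor of each of the 12 cases (x axis), coloured by site and joined by a line. The filled point is the higher in 9 of 12 cases, with the widest gap in tumor 840.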

In canine tumors, however, only the chromosome 13 region is significantly altered, resulting in the amplification of 125 genes out of 210 total at FDR < 0.2. For chromosome 29 in contrast, merely 2 genes out of 188 total are amplified. These numbers significantly differ (p < 2.2×10^–16^) (Fig 6A). Thus, based on our strategy [30], amplified genes (125 total) on chromosome 13 are considered as driver candidate genes (DCGs), while unchanged genes on chromosome 29 (186 total) are deemed passenger candidate genes (PCGs) (Fig 6A and S1H Table).

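On chromosome 29, 1 of 418 windows was recurrently amplified, from 34600001 to 34700000, with an adjusted p of 0.169. It rests on tumors 573, 734 and 938, with the highest segment mean, 0.79, in tumor 573, which was measured against the normal DNA of another dog, and it was not called when case 573 or case 938 was left out. The chromosome as a whole was gained in tumors 734 and 938, with mean log2 ratios of 0.24 in both, and lost in tumor 840 (-0.29). In tumor 734 the mean was -0.040 when the array was centred on the mode. In the other 9 cases the region lay between -0.050 (tumor 1172) and 0.072 (tumor 1152), and over the 12 cases its mean did not differ from 0 by the exact sign-flip permutation test (p = 0.77). In simulated cases without a shared gain, 7 of 20 runs had at least 1 called window anywhere among the 22052 autosomal windows, and no rate for chromosome 29 alone was computed. The simulated changes were blocks of many windows, with no short segments. That rate therefore cannot be applied to a call of a single window.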

**Fig 6:**
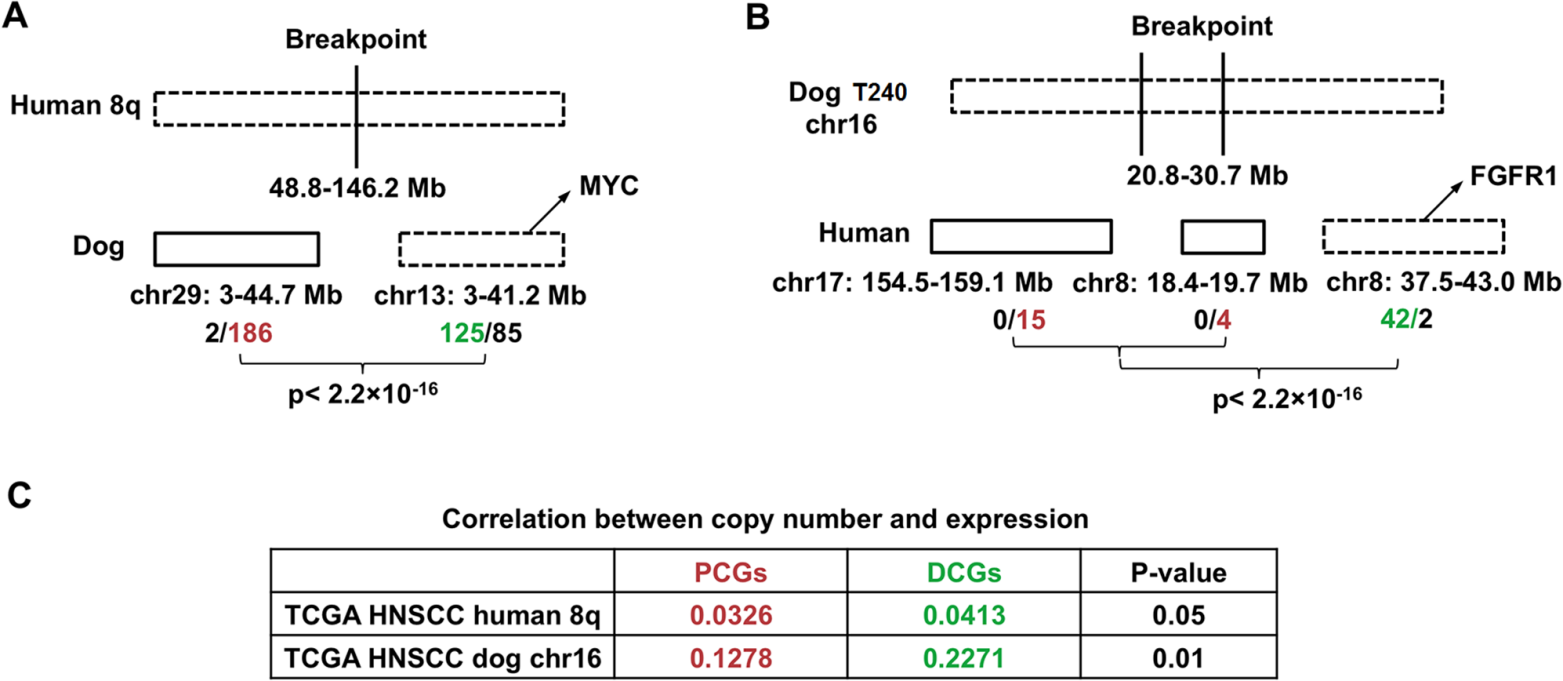
Pilot HNSCC driver–passenger discrimination via human–dog comparison. (A) Driver-passenger discrimination of human 8q. Human 8q is broken into dog chromosomes 29 (chr29) and 13 (chr13), with the numbers indicating the sequence coordinates. In human HNSCCs, the entire human 8q and all genes encoded (398 total) are recurrently amplified, as represented by a broken lined bar. In canine tumors, however, only chr13 is significantly amplified resulting in 125 genes being amplified and 85 genes unchanged, compared to only 2 genes amplified and 186 genes unchanged for chr29. The 125 amplified genes on chr13, including *MYC*, are considered as driver candidate genes (DCGs; in green), whereas the 186 unchanged genes on chr29 are deemed passenger candidate genes (PCGs; in red). The p-value shown is obtained with Fisher’s exact test; see S1H Table. (B) The 10Mb amplicon on chromosome 16 in tumor 240 (Fig 2B) is broken into three distinct regions in the human genome as shown. Only one region is significantly amplified in human HNSCC according to TCGA [1], and the amplified genes encoded there, including known driver *FGFR1* [1], are considered as driver candidate based on our dog-human comparison strategy [30]. The p-value shown is obtained with Fisher’s exact test, see S1H Table. (C) The correlation between copy number status, represented by a gene’s $\log_{2}\frac{Tumor}{Normal}$ value, and mRNA expression level, represented by a gene’s log_2_(*FPKM*) from RNA-seq or log_2_(*intensity*) from SNP arrays. The data are from TCGA [1]. The p-values shown are obtained with Hotelling's t-squared tests, see S1H Table.

We then performed several analyses to examine the differences between the DCGs and PCGs identified. First, a significantly better correlation between the copy number status and the mRNA expression level was observed for DCGs than PCGs, using data from TCGA [1] (Fig 6C and S1H Table). This indicates that amplification of DCGs is more functionally relevant than amplification of PCGs. Second, significantly more DCGs are mutated than PCGs, based on published human HNSCC studies [3] (p < 0.0081) (S1H Table). Lastly, well known cancer driver genes such as *MYC* are among the DCGs.

Conversely, we also tried the dog-human comparison strategy on the10Mb amplicon of canine tumor 240 shown in Fig 2B. In the human genome, the 10Mb region is broken into three pieces, including human chromosome 7: 154.5–159.1Mb; chromosome 8: 18.3–19.7Mb and 37.5–43.1Mb. Based on TCGA data [1], while 42 out of the 44 genes of chromosome 8: 37.5–43.1Mb are significantly amplified, none of the genes of the remaining two human regions is amplified or deleted (Fig 6B). Thus, based on our strategy [30], the chromosome 8: 37.5–43.1Mb region is more likely to harbor cancer drivers, which indeed encodes known driver gene *FGFR1* [1].

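In tumor 240 the 3 blocks of the amplicon were amplified to similar levels. The proximal block, with the 15 genes from DPP6 to VIPR2 that match human chromosome 7, had a mean log2 ratio of 0.81 (standard error over 536 probes 0.015), and 13 of its genes reached 0.4. The middle block, with the 4 genes from PSD3 to INTS10, had 0.89 (standard error over 206 probes 0.023), and all 4 reached 0.4. The distal block, with the 44 genes from HGSNAT to ERLIN2, among them FGFR1, had 0.85 (standard error over 792 probes 0.011), and all 44 reached 0.4. Genes at 1 or higher numbered 2 in the first, 0 in the second and 7 in the third block. The error is over probes of 1 array, and the blocks were not tested against one another. The human data were not analysed here. From the amplification of all 3 blocks in this tumor and of a single one in the human tumors, the paper reasons that the latter is more likely to hold cancer drivers.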

## Discussion

In this pilot study, we performed the first genome-wide characterization of spontaneous canine HNSCC. Although the sample size (12 cases including 9 oral) is small, the study reveals a complex alteration profile for canine HNSCC and a strong dog-human molecular homology. Our results indicate that spontaneous canine HNSCCs more accurately represent their human counterparts in various aspects than the current widely-used models. These canine cancers better model human HNSCCs in cancer cell origin and tumor microenvironment (compared to cell line and xenograft models), molecular heterogeneity and complexity (compared to genetically engineered mouse models), and histopathology and cancer biology (compared to carcinogen-induced models). If our conclusions are validated with a large sample size study, spontaneous HNSCCs in pet dogs could contribute significantly in basic and translational cancer research.

### Spontaneous canine HNSCCs recapitulate many molecular features of their human counterparts

As described throughout the Results section, our genomic and transcriptomic studies support strong dog-human molecular homologies for HNSCC at various levels. For large genomic changes, the two species share a similar CNA landscape, with some tumors harboring extensive CNAs while others being nearly CNA-free [1,2] and with large amplicons that likely harbor cancer drivers discovered. Furthermore, unlike canine mammary cancers [21], no potential oncogenic chimeric fusion genes are found in these canine oSCCs, consistent with very few such genes being reported for human HNSCC [1]. At the individual gene level, numerous amplified/deleted, over/under-expressed, or mutated genes are shared between the two species (e.g., *FADD* amplification, *CDKN2A* deletion, *FAT1* mutation, etc.). The altered genes are also enriched in the same functional groups, including protein kinase or protease activity for amplified/overexpressed genes, as well as cell adhesion and other epithelial polarity related functions for deleted/underexpressed genes. At the pathway level, both species show alterations in cell cycle, RTK/PI3K/AKT signaling, and TGFβ signaling and EMT.

Despite the strong homology described above, a few differences are also observed. For example, *TP53* mutation is more frequent in human HNSCC [1] than in these canine tumors, which is also true for *NOTCH1*. This difference however could be due to our small sample size and/or using RNA-seq instead whole exome-sequencing for mutation discovery. Another discrepancy is that more canine HNSCCs appear to be CNA-free when compared to their human counterparts, which again needs to be validated with a large sample size study.

Our study indicates that canine tumors 1172 and 465 are CPV-positive but the infection is likely latent (or the CPV genome(s) infected has/have not been sequenced). Both tumors (especially tumor 1172) are distinct from other canine oSCCs in gene expression. Importantly, consistent with the finding that HPVs infect the basal layer of squamous epithelium [56], tumor 1172 exhibits features indicating basal stem cell origin. Unlike other canine oSCCs, tumor 1172 overexpresses the pluripotent marker *SOX2* and at least 20 homeobox genes that are associated with embryonic morphogenesis, but does not express EMT markers in many of its tumor cells. These observations again reveal extensive heterogeneity of canine HNSCCs and a strong homology to their human counterparts.

The dominance of C↔T changes over other base substitution types indicates that deamination of C to U/T is a major sequence mutation mechanism in dogs as in humans. This result is consistent with aging being a risk factor for HNSCC development in both species [57]. Furthermore, analogous to the human [1], base transversions at CpG sites are more dominant in CVP-negative tumors than in CPV-positive tumors. However, unlike the human [1], CPV-positive tumors do not show predominance of mutations at TpC sites, which needs further study to resolve.

We hypothesize the carcinogenic mechanisms of the canine tumors based on our findings (Fig 7). Regarding cells of origin, unlike tumor 1172 discussed previously, we propose that other tumors arise from more differentiated cells of the squamous epithelium (Fig 7), because of overexpression of protease genes and EMT genes. At the genome level, we hypothesize that primary drivers include focal amplifications for tumor 240. Tumor 404 is also noteworthy, as it lacks genomic CNAs but has the largest number of underexpressed genes and appears to have a different epigenomic landscape, as shown by drastically reduced staining by 5-methylcytosine antibody (Fig 4C). 

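In tumor 404, of the gingiva, 48 segments were called, all with 20 or fewer probes, and they covered 0.563 Mb of the autosomes, 0.0675 Mb amplified and 0.496 Mb deleted. With at least 10 probes required per segment, none was called. Of the 48 segments, 38 overlapped a call of the same direction in tumor 465 or 1152 of the same scan batch, and 0.122 Mb was called once the probe pattern of the batch was subtracted, an alternative added after seeing the data. The autosome means lay between -0.032 (chromosome 9) and 0.016 (chromosome 36), and chromosome X had a mean log2 ratio of -0.013. The noise of this array, 0.092, was among the lowest of the 13.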

While emphasizing that the significance and reasons of the observed DNA hypomethylation need further investigation, we hypothesize epigenomic aberrations as the drivers of tumor 404 (Fig 7). Finally, notable gene alterations and recurrently altered pathways are listed as cancer drivers. Fig 7 summarizes once again the complexity and heterogeneity of these canine cancers and their numerous homologies to human HNSCCs.

**Fig 7:**
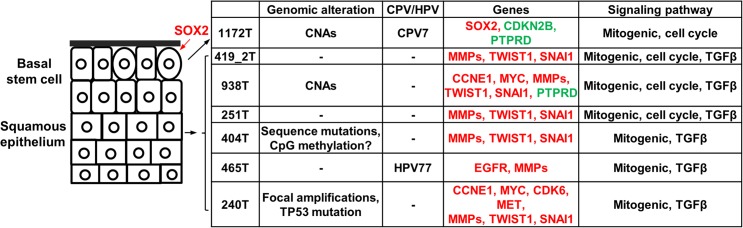
The proposed carcinogenic mechanisms of canine oSCCs investigated. The cells of origin in these tumors are hypothesized as indicated, with oval cells representing the basal stem cells. Alterations at various levels are shown. For individual gene alterations, red represents gene amplification or overexpression, while green represents gene deletion or underexpression.

### If validated with a large sample study, spontaneous canine HNSCCs could be used for efficient cancer driver-passenger discrimination

The dog-human molecular homologies described above indicate that canine HNSCC share similar pathogenic pathways as their human counterparts, which, if validated with a large sample study, justifies the use of our established dog-human comparison strategy [30] for driver-passenger [58] discrimination for HNSCC. Indeed, our pilot human 8q study has shown that this approach is valid. The use of canine cancers in this regard is highly significant. For example, our analysis with the copy number data of TCGA’s 449 human HNSCC cases has found over 7000 amplified/deleted genes at FDR ≤ 0.05, including those harbored by both focal amplifications/deletions and broad (chromosomal arm level) gains/losses. Among these genes, some are drivers and some are passengers. Based on our analyses, a sample size of 449 tumors is already saturating, and studying additional human tumors no longer helps in determining which amplified/deleted genes are drivers and which are passengers. However, investigating about 90 canine tumors will reduce the number of driver candidates by at least half, according to our estimation, significantly reducing the workload of downstream functional validation which is time-consuming and expensive.

### If validated with a large sample size, spontaneous canine HNSCCs may bridge the gap between current preclinical models and human clinical trials

As discussed in the Induction section, a major obstacle in translational research is the lack of effective predictive models [9]. Current preclinical models, including cell culture and xenograft or genetically-induced rodent models, typically fail to represent the vast heterogeneity and complexity of human cancers and often do not predict clinical results. Thus, a cancer model that can bridge the gap between these preclinical models and human clinical trials is urgently needed.

Spontaneous canine HNSCCs could serve as such a much-needed translational model, if the dog-human molecular homologies concluded here are validated with a large sample study. Being molecularly complex and heterogeneous and recapitulating many molecular features of human HNSCC, these canine HNSCCs are more accurate representatives of their human counterparts than current cell line or rodent models. With an HNSCC incidence rate comparable to that in the human and a large pet dog population (>70 million in the US), coupled with less stringent FDA regulations governing pet clinical trials and increasingly improved resource and infrastructure in pet cancer research [18], spontaneous canine cancers have the potential to significantly accelerate the translation of basic research findings into successful clinical applications.

In summary, our study indicates that spontaneous canine HNSCCs better recapitulate the full spectra of the biology, histopathology, complexity, and heterogeneity of humans HNSCC than the current widely used models. However, we caution again that our sample size is small, and the conclusions drawn from this pilot study need to be validated with a larger sample size.

## Materials and Methods

### Canine tissue samples

Fresh-frozen normal and tumor tissue samples and formalin-fixed paraffin-embedded (FFPE) tissue sections of spontaneous canine HNSCCs were obtained from the Animal Cancer Tissue Repository of Colorado State University. Samples were collected from client-owned dogs that developed the disease spontaneously, under the guidelines of the Institutional Animal Care and Use Committee and with owner informed consent. The breed, age, histopathologic descriptions, and other information are provided in S1A Table. These data, along with our own H&E staining of each sample received, were reviewed by Dr. Angela E. Ellis, a canine cancer pathologist.

### Tissue dissection, DNA and RNA extraction, and PCR analyses

Tissue cryosectioning, H&E staining, and cryomicrodissection were performed as described [19] to enrich for tumor cells in tumor samples and squamous epithelial cells in normal samples. Genomic DNA and RNA were then extracted from the dissected tissues using the AllPrep DNA/RNA Mini Kit (cat. no. 80204) from Qiagen. Only samples with a 260/280 ratio of ~1.8 (DNA) or ~2.0 (RNA) and showing neither degradation nor other contamination on the agarose gels were subjected to further analyses.

### aCGH analyses

Canine aCGH experiments were conducted at the Florida State University Microarray Facility, with 385K canine CGH array chips from Roche NimbleGen Systems, Inc. as previously described [19]. Briefly, each array chip contains about 385,000 probes of approximately 50 bp long oligos selected from unique sequences in the canFam2 genome, providing an average resolution of one probe every 5–6 kb across the canine genome. Tumor DNA purified from the dissected tumor tissue sample and paired normal DNA purified from matching normal tissue, skin, or blood of the same dog patient (S1A Table) ware hybridized to a chip, following the manufacturer’s instructions. This was performed for each canine case except for case 573 (a male), of which a normal sample from the same dog was unavailable and hence normal DNA from another dog (female) of the same breed was used instead (S1A Table). 

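Chromosome X had a mean log2 ratio of -0.64 (standard error over 17661 probes 0.002) in tumor 573, whose male DNA was hybridised against the DNA of a female dog. This was the lowest value of the 13 arrays. Among the tumors with normal DNA of their own dog, chromosome X was low in tumors 1172 (-0.26) and 240 (-0.20) and high in tumor 734 (0.26), and it lay between -0.059 and 0.046 in the other 9. In tumor 734 it was -0.023 when the array was centred on the mode.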

Because of tumor 573, chromosome X was excluded from the CNA-finding to minimize artifacts.

CNAs were identified as previously described [19]. Briefly, CNAs in each tumor were detected by analyzing the log_2_-ratios using a software program called SEG, which we developed to more effectively decipher high density oligo aCGH data for CNA finding. As described in our previous publication [19], SEG first identified change-points at the chromosomal level via dynamic programming and then detected CNAs at the whole genome level using false discovery rate (FDR)-controlled procedure [59]. For this study, we set the desired FDR to 0.01, the total probe number cutoff to 3, and the log_2_-ratio mean cutoff to 0.4 for CNA discovery.

Significantly amplified/deleted genes were identified by GISTIC [60] as previously described [19,21]. For the human, level 3 data of SNP array analyses of 449 human HNSCC cases were downloaded from TCGA site (cancergenome.nih.gov/), and GISTIC [60] were used to detect amplified/deleted genes, in combination with published findings [1].

### Paired-end RNA-seq

Sequencing was conducted using the Illumina platform, following the protocols from the manufacturer. RNA-seq was performed at the HudsonAlpha Institute for Biotechnology or the BGI-America, yielding 48 to 66 million paired-end sequence reads of 50bp or 49bp per sample (S2A Table).

### RNA-seq data analysis

RNA-seq data analyses were performed as described [21]. Briefly, read pairs were aligned to the dog reference genome [33] canFam2 with TopHat v2.0.5 (tophat.cbcb.umd.edu). The uniquely mapped pairs were used to quantify a gene’s expression level by calculating its FPKM (fragments per kilobase of exon per million mapped fragments) value, using Cufflinks (cufflinks.cbcb.umd.edu) with default parameters and the canine gene annotation downloaded from the University of Santa Cruz (UCSC) genome site. Base substitutions were identified with VarScan2 (varscan.sourceforge.net) in coding regions with RNA-seq read coverage ranging from 30X to 300X. Over/underexpressed genes in cancers were identified as described [2,46], i.e., genes whose expression levels are outside 95% confidence internals of the expression of samples that are diploid in that gene. Differentially expressed genes between two groups of samples were identified by DESeq [61] and t-tests. Gene functional annotation and enrichment analyses were achieved using the DAVID Functional Annotation tool at david.abcc.ncifcrf.gov.

Viral RNA-seq reads were identified using a similar approach as VirusSeq (odin.mdacc.tmc.edu/~xsu1/VirusSeq.html). After aligning RNA-seq reads to the reference genome (canFam2) with TopHat v2.0.5, the unmapped reads of each sample were realigned to the HPV and CPV genomes downloaded from the PaVE database (pave.niaid.nih.gov/) with Bowtie2 v2.2.3 and BWA v0.7.10.

### Immunofluorescence

Immunofluorescent staining was performed with 5-μm FFPE tissue sections as described [21,62]. Primary antibodies used include those against E-cadherin (R&D Systems; AF648), vimentin (Abcam; ab92547), phospo-AKT (Ser473) (Cell Signaling; 4060), acetyl-H4 (Millipore; 06–866), 5-methylcytosine clone 33D3 (Millipore; MABE146), and Ki67 (Life Technologies; 08–0156). Alexa Fluor488–, 647—or 594–conjugated secondary antibodies are from Jackson ImmunoResearch. Images were taken with a Zeiss LSM 710 confocal microscope.

### Accession numbers

RNA-seq data have been submitted to the NCBI SRA database under accession number SRP046723. aCGH data have been submitted to the GEO database under accession number GSE61231.

## Supporting Information

S1 Table Case information and aCGH analysis results. A. Canine HNSCC case information. B. CNAs of canine HNSCCs determined by aCGH analysis, and the significantly enriched functions and pathways of amplified/deleted genes found by DAVID (p≤0.05). C. Genes harbored by the focal amplification on the chromosome 16 (chr16:20874453–30664857) in tumor 240. D. Significantly enriched functional groups of amplified and overexpressed genes in tumor 240 by DAVID (p≤0.05). E. Amplified genes in canine HNSCCs found by aCGH analysis. F. Deleted genes in canine HNSCCs found by aCGH analysis. G. Recurrently amplified/deleted genes identified by GISTIC in canine HNSCCs at FDR< = 0.2. H. Evaluation of the difference between DCGs and PCGs identified on human 8q.
(XLS)

S2 Table RNA-seq analysis results. A. Canine oSCC RNA-seq read mapping summary. B. Low, normal, and high gene expression groups with a 95% confidence interval cutoff following a published method. C. Differentially expressed genes between tumors and normal samples found by both DESeq and t-test at FDR<0.1. D-G: Functional Annotation of the 1^st^ (D), 2^nd^ (E), 3^rd^ (F), and 4^th^ (G) group of genes differentially expressed between tumors and normal samples in Fig 3B by DAVID (p≤0.05). H. Canine oSCC RNA-seq reads that match sequences from the CPV or HPV genomes by Tophat. I. Sequence mutations found in canine samples using RNA-seq reads.
(XLS)

S1 Fig Recurrent CNAs found in TCGA’s 449 HNSCC samples by GISTIC [60]. The images were drawn as described [19], with each line representing a human chromosome and vertical lines above/below the chromosome indicating amplifications (red) or deletions (blue) respectively. Black boxes represent the telomeres and centromeres in human chromosomes.
(TIF)

S2 Fig Base pair size distributions of amplifications and deletions found in canine HNSCCs.

How the deposited data were processed for this re-analysis (not part of the article)

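The aCGH data covered 13 tumors of 12 dogs, each hybridised with normal DNA on 1 array of 389319 probes designed on canFam2. RNA-seq, staining and the human data of the paper were not analysed here. The authors deposited log2 ratios of tumor (Cy3) over normal (Cy5) DNA, corrected by the software of the array platform, whose version is not given in the sources used here. For 7 arrays the deposited files also hold the log2 intensity of each channel as scanned, after spatial correction and after normalization between the channels. The median normalized intensity was 12.0 on the log2 scale in both channels of each of those arrays. The table of the whole series holds the same log2 ratios by probe identifier. Its column medians lay between -0.009 and 0.0596, its scale and direction are those of the array files, and it was used as an alternative. For the 6 arrays of scan batches 2 and 3, identifiers and position columns match in 10.1% of the probes, and the position columns were used.

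From these values, each array was centred on its autosomal median, with no loess or quantile step, since much of a tumor genome can shift. Change-points were found per chromosome by dynamic programming on a least-squares cost, with a penalty of 3 times the log of the number of probes times the noise variance and at least 3 probes per segment. The noise is the scaled median absolute difference of neighbouring probes. Segments were called at a mean of at least 0.4 in size and an adjusted p of 0.01 or lower (z test over probes, Benjamini-Hochberg over the segments of the array). The study's own programs SEG and GISTIC were not used here. Recurrence was tested on windows of 100 kb at an amplitude of 0.2 and an adjusted p of 0.2. Broad gains and losses were counted at 0.2 over at least 50% of the probes of a chromosome, and CNAs over at least 1% of the probed autosomal length of 2202 Mb counted as extensive. That share was set knowing the values of S1B Table.

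Cases were compared with exact two-sided permutation tests, by site (4 against 5 cases, 126 splits) or by flipping signs over 12 cases, with 0.05 as the threshold and Benjamini-Hochberg adjustment over 38 autosomes. Case 419 was represented by tumor 419. Cases are separate dogs, and no tumor was measured on more than 1 array, so the spread between arrays of the same tumor is unknown. Segmentation and tests were tested on simulated data. At the noise of scan batch 1, planted changes of 0.5 were recovered in 0 of 30 events of 5 probes, 26 of 30 of 20 probes and 30 of 30 of 100 probes. At the noise of scan batch 2 all 30 events of each size were recovered, and no false call was made at either noise. The simulated noise was independent between probes. False calls from a probe pattern shared within a scan batch, such as the arrays carry, could not arise in it. A gain of chromosome 13 in 7 of 12 simulated cases was called in all of its windows in the median run. On values without a difference, 4.8% of sign-flip tests and 5.2% of site tests had p of 0.05 or lower.

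The design, the alternatives and the rule for named genes and segments were fixed before the data were examined, with the supplementary tables in view. The rule names the genes of the paper's aCGH sections with canFam2 positions in S1C Table, the fixed gene groups of the amplicon, its 3 highest and 3 lowest genes, every autosome past the adjusted threshold or changed in at least 3 cases, and the 10 called segments under 3 Mb with at least 10 probes and the largest means. The alternatives were no centring or centring on the mode, penalties of 1, 2 and 6, cutoffs of 0.2, 0.3 and 0.6, at least 10 probes per segment, values by probe identifier, tumor 419_2 for case 419, leaving out tumor 573 or each case, and scan batches apart. All arrays hold the same probes, so a restriction to shared probes changes nothing. Gene positions on canFam2 came from S1C Table for the amplicon and from S1H Table for the regions of chromosomes 13 and 29. Chromosome X was left out of CNA calls, as in the paper. Positions are 1-based. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9 were used.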

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

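The tests of a pattern shared by arrays and of inherited differences were set before their results were seen. So were their bounds, some of which are on calls after subtraction of that pattern. The subtraction as an alternative of the main results was chosen after seeing the data. So were the totals over all short calls, their comparison by site and the centring of chromosome X on the mode. The bounds set beforehand would have decided both explanations of the short calls, which are left open here. In 12 groups of 4 or 5 cases tested for a value far from the others, 2 stood out, and chance gives about 1 in 20.

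Tumor 573 stood far from the other gingival tumors, with 12.9 Mb of called CNAs against 1.17 Mb in the next, and with a chromosome X mean of -0.638 against -0.059. It had 34 short segments under 3 Mb with a mean beyond 1 in either direction, against 14 in tumor 734 and 9 in tumor 840 of the same scan batch. A probe-level pattern shared by the arrays of a batch is argued against, since 94.1% of these segments remained after it was subtracted. Inherited differences between dog 573 and the dog whose normal DNA was used remain a candidate explanation that cannot be told apart from tumor change, as the count of 34 is above both other tumors but not 3 times that of tumor 734. No biological explanation was tested.

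In 5 measures compared between the oral sites by exact permutation tests over 9 cases, 3 had a p under 0.05 before adjustment and 2 after adjustment over the 5. In the buccal mucosa or tongue, the amplified minus deleted length was 27.2 Mb higher (p = 0.00794 in the exact test, the smallest possible; adjusted p = 0.0397), the SD of the autosome means was 0.0789 higher (exact p = 0.0159, adjusted p = 0.0397) and the mean log2 ratio of chromosome 13 was 0.254 higher (exact p = 0.0317, adjusted p = 0.0529). The CNA length (25.2 Mb, exact p = 0.0635, adjusted p = 0.0794) and chromosome X (0.046, exact p = 0.857) did not pass. Within scan batch 1 the first 3 differences were 26.8 Mb (exact p = 0.133), 0.074 (exact p = 0.2) and 0.22 (exact p = 0.133), where 4 against 2 cases cannot give a p below 0.0667. Both length measures used a cutoff of 0.4. At a cutoff of 0.2 the sites overlapped in amplified minus deleted length. Gingival tumor 419 had 89.6 Mb amplified and 0.134 Mb deleted, and gingival tumor 573 had 39.0 and 9.84 Mb. Tumor 240 had 106 and 91.3 Mb, and tumor 571 had 32.1 and 0 Mb. Tumors 1172 and 938 still lay above all gingival tumors. Amplified minus deleted length was not tested by site at 0.2.

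Short calls of 20 or fewer probes in scan batch 1 were counted at a penalty of 1, while the lengths compared between the oral sites used a penalty of 3. At a penalty of 3, such segments numbered from 0 in tumor 571 to 5 in tumor 1172 in the buccal mucosa or tongue. Tumor 419 had 3 and tumor 251 had 74. The counts at a penalty of 1 thus say little about the compared lengths. Of these 1280 calls, 759 were in gingival tumors 251 and 419_2, and the latter is not in the site comparison. By array, a median of 45.5% overlapped a call of the same direction on an array of another case, against at most 3.41% (median over arrays) after 100 random shifts along the genome, and in the 5 arrays other than 251 and 419_2 between 83.8% and 97.5% were lost once the shared pattern was subtracted. Over all 1280 calls 23.0% were shared and 49.8% lost, since tumors 251 (7.18% shared, 16.1% lost) and 419_2 (12.2% shared, 41.7% lost) kept most of theirs, so although the bound set beforehand on medians over arrays was met (a median of 85.6% lost), the calls as a whole, which were added up after this was seen, leave a probe-level pattern of the batch that cannot be told apart from other sources. New calls also appeared, and the total after subtraction was higher than before in tumors 1172 (149 against 146), 240 (217 against 105), 251 (809 against 529), 419_2 (311 against 230) and 938 (171 against 101). More copy number change in the buccal mucosa or tongue stays open for the short calls. After subtraction its 4 tumors (from 44 in tumor 571 to 217 in tumor 240) all lay below gingival tumors 251 and 419_2. Yet 3 of them lay above gingival tumor 419 (59). The means went against that explanation, at 145 ± 73 calls (SD, n = 4) in the buccal mucosa or tongue and 434 ± 530 (SD, n = 2) in the gingiva. The exact permutation p was 0.267 (the smallest possible is 0.0667). Before subtraction the means were 108 and 308.5, in the same direction (exact permutation p = 0.267). The gingival mean rests largely on tumor 251. The bound set beforehand, at least 1 tumor of that site below a gingival one, was wrong because any overlap of the sites meets it. It was met before subtraction.

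Chromosome X, which the paper left out of its CNA calls, had a mean of -0.26 in tumor 1172 and 0.26 in tumor 734, each measured against normal DNA of the same dog. Centred on the mode, the mean in tumor 734 was -0.023, so its sign depends on the centre.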

How the results depend on the processing

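The subtraction of the shared probe pattern and the pairs of choices named together were chosen after seeing the data. Of 237 alternatives of the main results, 200 kept the direction and the side of the threshold or stayed within the spread, 18 passed a threshold that was missed, 3 no longer passed, 14 counts or values moved and 2 changed sign. Where a value moved, the cause was not tested.

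Extensive CNAs were counted in 9 cases at a cutoff of 0.2, also with centring on the mode, in 1 case at 0.6, and in 3 to 4 when each case was left out. The median CNA length, 6.26 Mb, was 143.6 Mb at 0.2, 11.3 Mb at 0.3, 0.357 Mb at 0.6, 2.6 Mb with a penalty of 6, 10.8 Mb with a penalty of 1 and 1.78 to 10.7 Mb when each case was left out.

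The difference between oral sites, 25.2 Mb, passed the exact test with a penalty of 2 (26.3 Mb, p = 0.0317) or 1 (25.5 Mb, p = 0.0317), a cutoff of 0.2 (153 Mb) or 0.3 (69.8 Mb, p = 0.0238), at least 10 probes (26.5 Mb, p = 0.0159), placement by probe identifier (25.7 Mb), subtraction of the pattern (23.3 Mb, p = 0.0397) and the paper's lengths in S1B Table (69.2 Mb). It was 4.05 Mb (exact p = 0.683) at a cutoff of 0.6 and 17.9 Mb (exact p = 0.0635) with a penalty of 6. When each case was left out it ranged from 13.7 Mb without case 240 (exact p = 0.143) to 34.3 Mb without case 571 (exact p = 0.0357). The exact p was highest, 0.2, without case 251, 404 or 419, and it was 0.111 with ranks in place of lengths.

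Amplified minus deleted length, 17.4 Mb, became -82.3 Mb on the mode and -14.7 Mb at a cutoff of 0.2. It was 7.84 Mb (exact p = 0.201) at 0.6. It passed the exact test with a penalty of 1 (15.9 Mb, p = 0.0483), a cutoff of 0.3 (41.9 Mb, p = 0.0337) and without tumor 573 (19.2 Mb, p = 0.0498), within 13.2 to 19.2 Mb on leaving out each case. The log10 size difference, 0.833, passed the exact test with a penalty of 1 (0.266, p = 0.0044), a cutoff of 0.3 (0.809, p = 0.0391), the subtraction (0.584, p = 0.0234) and without case 419 or with tumor 419_2 in its place (0.966, p = 0.00391), within 0.647 to 0.966 on leaving out each case, and was 0.46 on the mode, 0.386 with a penalty of 6, 0.406 at 0.2 and 0.544 with at least 10 probes.

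Chromosome 13 was gained in 3 cases at a cutoff of 0.4, 4 in scan batch 1, 3 in batches 2 and 3, 9 at 0.1, 5 at 0.3 or by probe identifier, and 6 to 7 when each case was left out. Its mean was 0.217 to 0.275 when each case was left out and 0.152 by probe identifier (exact p = 0.00537). Its excess over chromosome 29, 0.20 to 0.264 when each case was left out, missed the threshold of the exact test by probe identifier (0.134, p = 0.0591), in batch 1 (0.245, p = 0.0625) and in batches 2 and 3 (0.236, p = 0.125), with 6 cases per batch. Recurrent windows on chromosome 29 numbered 0 at amplitudes of 0.1 and 0.4, at a threshold of 0.05 and without case 573 or 938, and otherwise 1 on leaving out a case. Those in the S1H Table region of chromosome 13 numbered 341 at an amplitude of 0.4 and 383 under the other settings named and without centring. Amplicon genes at a log2 ratio of 1 or higher, 9 by their own probes, numbered 0 by segment mean and 58 at a ratio of 3 copies to 2.

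The oral sites could not be compared in pairs, since their cases are different dogs. The sign-flip tests of chromosome 13 against 29 and of amplified against deleted length and size compared values within each case. The noise of scan batch 1 hides changes of a few probes that the other batches show.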

Differences from the paper's values

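The paper's CNA lengths are those of S1B Table, and the alternatives named were set before the data were examined (no or mode centring, penalties of 1, 2 and 6, cutoffs of 0.2, 0.3 and 0.6, at least 10 probes, placement by probe identifier). A value counts as within the paper's when neither is over 1.5 times the other, and every alternative not named stayed outside.

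For total CNA length, the paper's value was 94.6 Mb for tumor 1172 against 10.7 Mb here (within at a cutoff of 0.3, 80.3 Mb), 90.7 Mb for tumor 938 against 38.5 Mb (within at 0.3, 120 Mb), 37.2 Mb for tumor 571 against 1.17 Mb (within at 0.2, 32.1 Mb), 5.36 Mb for tumor 573 against 12.9 Mb (within at 0.6, 5.17 Mb) and 0.379 Mb for tumor 1152 against 1.78 Mb (within at 0.6, 0.4 Mb). For tumor 404 the paper's value was 0 Mb against 0.563 Mb (within with at least 10 probes, 0 Mb). No alternative came within the paper's 17.3 Mb for tumor 419 (0.143 Mb here), 4.53 Mb for tumor 251 (0.899 Mb), 0.62 Mb for tumor 419_2 (0.0452 Mb) and 0 Mb for tumor 465 (1.17 Mb).

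For amplified length, the paper's value was 58.0 Mb for tumor 1172 against 6.65 Mb here (within at 0.3, 66.7 Mb), 58.0 Mb for tumor 938 against 38.5 Mb (within with a penalty of 6, 45.1 Mb, or 1, 41.7 Mb), 2.32 Mb for tumor 573 against 5.21 Mb (within at 0.6, 2.7 Mb, with at least 10 probes, 2.97 Mb, and by probe identifier, 3.47 Mb), 0.267 Mb for tumor 1152 against 0.745 Mb (within with a penalty of 6, 0.341 Mb, and with at least 10 probes, 0.315 Mb) and 0 Mb for tumor 404 against 0.0675 Mb (within with at least 10 probes, 0 Mb). No alternative came within the paper's 21.4 Mb for tumor 571 (1.17 Mb here), 11.5 Mb for tumor 419 (0.00906 Mb), 2.47 Mb for tumor 251 (0 Mb), 0.521 Mb for tumor 419_2 (0 Mb) and 0 Mb for tumor 465 (0.176 Mb).

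For deleted length, the paper's value was 37.6 Mb for tumor 734 against 2.87 Mb here (within at 0.3, 33.8 Mb), 32.7 Mb for tumor 938 against 0.00905 Mb (within at 0.2, 28.1 Mb), 3.9 Mb for tumor 840 against 0.824 Mb (within with a penalty of 1, 3.37 Mb), 3.03 Mb for tumor 573 against 7.64 Mb (within at 0.6, 2.47 Mb), 2.06 Mb for tumor 251 against 0.899 Mb (within with a penalty of 2, 1.94 Mb), and 0 Mb for tumors 404 and 465 against 0.496 Mb and 0.993 Mb (within with at least 10 probes, 0 Mb in both). No alternative came within the paper's 36.6 Mb for tumor 1172 (4.09 Mb here), 18.0 Mb for tumor 240 (0.0085 Mb), 15.9 Mb for tumor 571 (0 Mb), 5.82 Mb for tumor 419 (0.134 Mb), 0.112 Mb for tumor 1152 (1.04 Mb) and 0.0995 Mb for tumor 419_2 (0.0452 Mb).

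The median over tumors of the mean amplified segment size was 37.4 kb by the paper's values and 1110 kb here (within with a penalty of 1, 45.1 kb). The paper counts 7 tumors with extensive CNAs and 4 were counted here at 1% of the autosomes, for which the paper states no threshold. Cutoffs of 0.2 (9 tumors) and 0.3 (5) and a share of 0.5% (5) were within the paper's count. In tumor 240 the paper's log2 ratio of SFRP1 is 0.809 and 1.114 was measured here (within by segment mean, 0.864).

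The paper states that nearly all genes of the amplicon rose by 2-fold and more, while 9 of 63 had a log2 ratio of 1 or higher here and 3 of 63 do in S1C Table. Both counts are of measured ratios, which can fall short of the change in copies. The paper states that amplified exceeds deleted sequence in most tumors, and this held in 6 of 12 cases here, in 8 with at least 10 probes, in 7 with a penalty of 1 or a cutoff of 0.3, in 6 with a penalty of 2, a cutoff of 0.2 or by probe identifier, in 5 with no centring, on the mode, with a penalty of 6 or at a cutoff of 0.6, and in 9 with the probe pattern of the scan batch subtracted, which was chosen after seeing the values. The paper reports significantly more CNAs in the buccal mucosa or tongue than in the gingiva, and the difference here missed the threshold at the paper's cutoff of 0.4 (exact permutation p = 0.0635). At that cutoff it passed under some alternatives, such as at least 10 probes (exact p = 0.0159). It missed under others, such as ranks in place of lengths (exact p = 0.111). Chromosome 13 was gained in as many cases as the paper counts at the cutoff of 0.2 used here for broad gains, but in 3 at 0.4, the paper's cutoff for CNAs, in 5 at 0.3 or by probe identifier, and in 9 at 0.1. All windows of its S1H Table region were recurrently amplified here, while the paper counts genes and finds only part of them amplified.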

Other observations

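The tests of the shifts in tumor 1152 were all chosen after the result was seen.

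Outside chromosomes 13, 14 and 29, short runs of windows were recurrently amplified (permutation of the windows of each case) on chromosome 8 from 76400001 to 77000000 (lowest adjusted p = 0.00146), chromosome 19 from 23000001 to 23300000 (0.00161) and chromosome 18 from 35400001 to 36100000 (0.138). The last reached the amplitude in tumor 840 alone, and tumor 573, measured against the normal DNA of another dog, had the highest segment mean on chromosomes 8 (1.10, with tumors 240, 571 and 1172) and 19 (1.59, with tumors 734 and 1172). Single windows passed on chromosome 17 from 59800001 to 59900000 (adjusted p = 0.0189 by permutation), chromosome 32 from 41700001 to 41800000 (0.0308) and chromosome 12 from 3000001 to 3100000 (0.138), each highest in tumor 573 (1.40, 1.34 and 0.76) and otherwise past the amplitude only in tumor 734 or, on chromosome 12, tumors 734 and 840, and the lowest of the other runs and windows on chromosomes 8 and 18 was 0.0788. All 10 deleted windows stood alone. The lowest adjusted p by permutation were 6.16e-05 on chromosome 32 from 12700001 to 12800000 and 0.000852 on chromosome 12 from 30800001 to 30900000. Of the 10, 9 had no deleted call in the 7 arrays of scan batch 1, whose noise hides changes of a few probes, and the deleted calls in all 10 windows have 3 probes. On chromosome 32 all 6 tumors of scan batches 2 and 3 had such a call, from 12744684 to 12753309 in 5 of them and overlapping it in tumor 840, and on chromosome 12 all of them but tumor 734 had the same call from 30838440 to 30851997. The permutation takes no account of the scan batch. The score weighs amplitude, so a run can pass on few cases. Short segments with a mean beyond 1 were also counted in tumor 251 of scan batch 1, all 70 of them losses, with a median of 3 probes.

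Tumor 1152 is described in the paper as lacking CNAs, while its chromosomes differed from one another below the cutoff. A trend along the genome shared by its scan batch is argued against, since the larger SD of autosome means of tumors 404 and 465 was 0.126 of that of tumor 1152. Misplaced values are argued against as well, since the position columns put 5.85 percentage points more of the variance between autosomes than the probe identifiers did, which was among the reasons for using them, and the probe-level residuals followed those of scan batch 1, whose placement is not in doubt, at r = 0.15 across probes by position and 0.0049 by identifier. On each of the 38 autosomes r was at least 0.088, against at most 0.046 on any autosome after 100 random shifts along the genome. Whether the tumor DNA was diluted by normal cells was not tested.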
